# Next Generation Aqueous Two‐Phase System for Gentle, Effective, and Timely Extracellular Vesicle Isolation and Transcriptomic Analysis

**DOI:** 10.1002/jev2.70058

**Published:** 2025-03-19

**Authors:** Boyang Su, Morteza Jeyhani, Gobi Thillainadesan, Minzhi Sheng, Reese Wunsche, Thamara Dayarathna, Kristin Cimolai, Hanyi Weng, Katarzyna J. Jerzak, Stanley K. Liu, Scott S. H. Tsai, Hon S. Leong

**Keywords:** biomarker analysis, circRNA, dextranase, EV isolation, extracellular vesicles (EVs), miRNA, nanoscale flow cytometry, next‐generation aqueous two‐phase system (next‐gen ATPS), RNA extraction, snoRNA

## Abstract

The isolation of extracellular vesicles (EVs) using currently available methods frequently compromises purity and yield to prioritize speed. Here, we present a next‐generation aqueous two‐phase system (next‐gen ATPS) for the isolation of EVs regardless of scale and volume that is superior to conventional methods such as ultracentrifugation (UC) and commercial kits. This is made possible by the two aqueous phases, one rich in polyethylene glycol (PEG) and the other rich in dextran (DEX), whereby fully encapsulated lipid vesicles preferentially migrate to the DEX‐rich phase to achieve a local energy minimum for the EVs. Isolated EVs as found in the DEX‐rich phase are more amenable to biomarker analysis such as nanoscale flow cytometry (nFC) when using various pre‐conjugated antibodies specific for CD9, CD63 and CD81. TRIzol RNA isolation is further enabled by the addition of dextranase, a critical component of this next‐gen ATPS method. RNA yield of next‐gen ATPS‐isolated EVs is superior to UC and other commercial kits. This negates the use of specialized EV RNA extraction kits. The use of dextranase also enables more accurate immunoreactivity of pre‐conjugated antibodies for the detection of EVs by nFC. Transcriptomic analysis of EVs isolated using the next‐gen ATPS revealed a strong overlap in microRNA (miRNA), circular RNA (circRNA) and small nucleolar RNA (snoRNA) profiles with EV donor cells, as well as EVs isolated by UC and the exoRNeasy kit, while detecting a superior number of circRNAs compared to the kit in human samples. Overall, this next‐gen ATPS method stands out as a rapid and highly effective approach to isolate high‐quality EVs in high yield, ensuring optimal extraction and analysis of EV‐encapsulated nucleic acids.

## 1 Introduction

The classic method for extracellular vesicle (EV) isolation is ultracentrifugation (UC), in which EVs in a complex liquid mixture are sedimented by centrifugal force exceeding 100,000 × *g*’s (Gardiner et al. 2016; Royo et al. 2020). UC has been the gold standard method for EV isolation since its first published description in 1960 (Beams et al. 1960). The main drawbacks of UC are excessive damage to the EVs, the extensive time required to pellet EVs and difficulty in identifying or locating the pellet (Théry et al. 2018; Welsh et al. 2024; Linares et al. 2015). New methods in EV isolation, such as commercial kits, partially overcome these drawbacks but are expensive, offer questionable EV yield and do not eliminate soluble proteins effectively (Welsh et al. 2024).

While UC and commercial kits hinder the optimal functionality of EVs, achieving high levels of purity and concentration of EVs is essential for the advancement of EV‐based biomarker development and EV‐based therapeutics (Das et al. 2024; Xu et al. 2016). EV purity requires the removal of major contaminants such as lipoproteins, soluble proteins and viruses (Théry et al. 2018; Welsh et al. 2024), while simultaneously preserving the membrane integrity of EVs is essential for enabling the physiologic function of EVs. Preserving EV cargo such as protein and nucleic acids is essential for EV‐based liquid biopsy and therapeutics development (Maroto et al. 2017; Kumeda et al. 2017).

Here, we developed a next‐generation aqueous two‐phase system (next‐gen ATPS) to isolate EVs. The discovery of first‐generation ATPS was conceived accidentally in 1896 by Martinus Willem Beijerinck (Grilo et al. 2016) and its potential applications in biotechnology were later identified by Per‐Åke Albertsson (Albertsson 1986; Albertsson 1970). These water‐based biphasic systems are a mixture of two incompatible polymers in an aqueous medium, which, at sufficiently high concentrations, separates into two different and distinct phases. One commonly studied ATPS is a combination of polyethylene glycol (PEG) and dextran (DEX) (Hatti‐Kaul 2001). This form of ATPS, which has low interfacial tension and high water content, is biocompatible and has been applied in various areas in biotechnological and biomedical applications, such as separating cells into subpopulations (Walter et al. 1991; Walter and Johansson 1994; Walter et al. 1976; Walter et al. 1980), partitioning biomolecules (Michalski et al. 1986; Nam et al. 2005; SooHoo and Walker 2009; Yamada et al. 2004; Pinilla et al. 1994; Johansson et al. 1985; Cole 1991), creating cell patterns (Tavana et al. 2010; Tavana et al. 2009) and purifying/extracting proteins (Boland 2002; Jordan and Vilter 1991; Grindrod 1970; Mathiazakan et al. 2016; Sikdar et al. 1991). ATPS‐based isolation strategies are cost‐effective, simple to implement, easily scalable and versatile. Theoretically, ATPS is capable of isolating EVs of all types (Kang et al. 2017).

By adjusting the concentrations of the two polymers in an ATPS, it is possible to selectively partition EVs into one of the phases, away from other cellular contaminants and debris. Kim et al. (2015) used ATPS to isolate melanoma‐derived EVs from a mixture of EVs and serum proteins. The authors also verified the diagnostic applicability of the isolated EVs and detected mRNA derived from melanoma cells and CD81 in isolated EVs. Later, Shin et al. (2018) utilized the same method of using ATPS for EV isolation from urine samples of 20 prostate cancer patients and observed a higher quality and quantity of EVs isolated from patients’ samples for diagnostic purposes. However, a major drawback arises when dextran, mixed with alcohol (e.g. isopropanol or ethanol), which is required for phenol‐based RNA extraction (e.g., TRIzol), leads to visible coagulation of the polysaccharide, thus interfering with RNA isolation. This visible coagulation is a major barrier for ATPS being used broadly in the EV field. DEX also potentially introduces artifacts of non‐specific binding between pre‐conjugated antibodies and EVs, thus overestimating EV counts analysed by nanoscale flow cytometry (nFC).

In this paper, innovations in the ATPS method were made leading to the isolation of EVs that are amenable to TRIzol RNA extraction and immunolabeling of EVs for downstream analyses. This was made possible by using dextranase to enzymatically remove DEX in the EV preps. This improvement results in a next‐generation version of ATPS (next‐gen ATPS) that combines the previous benefits of rapid, efficient, and gentle EV isolation with the new advantages of RNA extraction and immunolabeling of EVs.

## 2 Materials and Methods

### 2.1 Sample Collection and Reagents

The study was approved by the Research Ethics Board of Sunnybrook Health Sciences Centre, and written informed consent from all participants was obtained. These were patients (*N* = 13) diagnosed with clinically significant prostate cancer (i.e., Gleason Group ≥ 2). Whole blood samples were collected in K2‐EDTA Vacutainers (BD Biosciences) and centrifuged at 2500 × *g*’s for 15 mins. Plasma samples were removed and stored at −80°C.

### 2.2 Cell Culture

BPH cells were generously obtained from Dr. Simon W. Hayward (Vanderbilt University) and maintained in Roswell Park Memorial Institute (RPMI)‐1640 medium (Wisent Bio Products) supplemented with 5% fetal bovine serum (FBS, Wisent Bio Products). PC3 cells were obtained from ATCC (CRL‐1435) and maintained in Dulbecco's Modified Eagle Medium (DMEM) (Wisent Bio Products) supplemented with 5% FBS. HEK293T cells were obtained from ATCC (CRL‐3126) and maintained in DMEM supplemented with 5% FBS. MDA‐MB‐231 cells were obtained from ATCC (CRL‐3126) and maintained in DMEM supplemented with 10% FBS. All cells were grown in a 37°C tissue culture incubator at 5% CO_2_.

### 2.3 Lentivirus Generation

The lentivirus plasmid pLVX‐ZsGreen1‐N1 (Takara Bio, 632565) was co‐transfected into HEK293T cells with two other plasmids, pMD2.G (Addgene, 12259) and psPAX2 (Addgene, 12260), which express vesicular stomatitis virus (VSV) envelope protein and human immunodeficiency virus (HIV) packaging protein, respectively. Self‐inactivating lentivirus was collected from the conditioned media 72 hr post‐transfection. The conditioned media was centrifuged at 200 × *g*’s, filtered through a 0.22‐µm filter (FroggaBio Inc.) and cryopreserved at −80°C.

### 2.4 Lentivirus Transduction

2 × 10^5^ host cells were seeded on six‐well plates 24 hr before transduction. Five hundred microlitres of lentivirus stock was co‐cultured with cells in the presence of 9‐µg/mL Polybrene (Santa Cruz Biotechnology) for 48 hr. Transduced cells were further treated with 1.5‐µg/mL puromycin (Wisent Bio Products) to select transgenic cells with stable zsGreen fluorescent protein expression. Transduced cells were grown in selective media with 0.25‐µg/mL puromycin for long‐term maintenance.

### 2.5 *In Vitro* Generation of Extracellular Vesicles (EVs)

EV donor cells were grown to 80%–100% confluence and washed with phosphate‐buffered saline (PBS, Wisent Bio Products), followed by starvation in serum‐free growth media for 72 hr. Cell culture conditioned media was then collected and centrifuged at 2000 × *g*’s for 10 mins to remove dead cells and cell debris. Supernatant (conditioned media) was cryopreserved at −80°C for subsequent EV isolation and analyses.

### 2.6 Centrifugation and Ultracentrifugation of EVs

Cell culture conditioned media was thawed at 37°C and centrifuged at 2000 × *g*’s for 10 mins to remove large cell debris before UC. UC was conducted with a Beckman Optima XPN‐80 UC machine fitted with a SW 41 Ti rotor at 200,000 × *g*’s for 2 h at 4°C. Supernatant was removed by aspiration and inverting UC tubes (Beckman Coulter Inc., 331372) on Kimwipes. EV pellets were dissolved in PBS and stored at −80°C for subsequent analyses.

### 2.7 Aqueous Two‐Phase System and Dextranase Treatment

PEG (Mw 35 kDa, Sigma‐Aldrich) and DEX (Mw 500 kDa, Pharmacosmos, Denmark) stocks were dissolved in PBS. Cell culture conditioned media or human plasma samples were mixed with PEG and DEX stocks to final concentrations of 3% (weight by volume, *w*/*v*) and 1.5% (*w*/*v*), respectively, in 1.2‐, 6‐ or 12‐mL configurations. PBS was used to adjust the total volume as needed. Phase separation was performed by centrifuging at 200 × *g*’s for 15 mins, with the PEG‐rich phase at the top (approximately 90% by volume) and the DEX‐rich phase at the bottom (approximately 10% by volume). PEG‐ and DEX‐rich phases were separated by micropipetting. The EV‐containing DEX‐rich phase was cryopreserved at −80°C for long‐term storage. Dextranase treatment was performed by mixing dextranase from *Chaetomium erraticum* (Sigma‐Aldrich) with the EV‐containing DEX‐rich phase at designated concentrations (volume by volume, *v*/*v*). Mixtures were then vortexed and incubated at 37°C for 30 mins to facilitate the enzymatic reaction. This dextranase‐treated DEX‐rich phase is then amenable to downstream EV analyses such as nFC and RNA extraction.

### 2.8 Nanoscale Flow Cytometry of EVs

EVs were analysed by the A60Micro‐Plus nanoscale flow cytometer (Apogee Flow Systems Inc., United Kingdom). Fluorescence was detected by 405‐, 488‐ and 639‐nm illumination wavelengths, respectively. Photomultiplier tube (PMT) voltages were set as follows: LALS (325 V), SALS (355 V), 488‐Grn (425 V, for zsGreen) and 488‐Org (425 V, for Phycoerythrin, PE). On the control panel, the sheath pressure was set to 200 mbar, the sample flow rate was set to 1.50 µL/min and the acquisition time was set to 30 s. To label EVs with antibodies against membrane biomarkers, 50 ng of each antibody was mixed with 10 µL of EV‐containing fluids, incubated in dark for 30 mins, diluted with PBS and then analysed by nFC. Antibodies used in this study include PE mouse anti‐human CD9 (BD Biosciences, 555372), PE mouse anti‐human CD63 (BD Biosciences, 561925), PE mouse anti‐human CD81 (BD Biosciences, 561957) and PE mouse IgG1 k isotype control (BD Biosciences, 555749). zsGreen‐packaged EVs were directly analysed with the same settings. Graphs were rendered comparing long‐angle light scatter (LALS) to the fluorescent intensity and short‐angle light scatter (SALS) separately. The ApogeeMix size calibration beads (Apogee Flow Systems Inc., 1527) were used to determine sizes of EVs.

### 2.9 Transmission Electron Microscopy (TEM)

TEM analysis was performed at the Cellular and Molecular Electron Microscopy core of Peter Gilgan Centre for Research and Learning using a FEI Techai 20 electron microscope at direct magnification of 80,000–150,000 times. EV samples were adsorbed onto charged carbon grids (Electron Microscopy Sciences) for 5 mins and stained with 2% uranyl acetate for 40 s. Stained EVs were washed with MilliQ water prior to imaging.

### 2.10 EV Uptake Assay and Confocal Microscopy

Recipient cells were seeded on cover slides in 12‐well plates and treated with 100 million zsGreen expressing EVs (purified by ATPS or UC) that were pre‐analysed by nFC. After 24‐ and 48‐hr incubation, recipient cells were washed with PBS, fixed with formalin, stained with Hoechst 33342 (nucleus stain, Thermo Fisher Scientific, 2134015) and Wheat Germ Agglutinin (WGA) Alexa Fluor 647 (membrane stain, Thermo Fisher Scientific, 2199103) and mounted (Agilent, S3023) for confocal microscopy. Z‐stacks were taken using confocal microscopy (Nikon A1R MP). *XY* and *ZY* views were analysed using NIS Element Analysis software. The proportion of recipient cells with zsGreen signals was counted (*n* = 100).

### 2.11 RNA Isolation

EV RNA isolation in this study was conducted using the TRIzol‐choloroform method followed by isopropanol precipitation or purification using the Qiagen exoRNeasy Midi Kit, following the manufacturer's protocol. For ATPS‐isolated EVs after dextranase treatment, the ratio between the volume of EV samples, TRIzol (Thermo Fisher Scientific) and chloroform (Fisher Scientific) was 1:5:1. The top aqueous layer after TRIzol‐chloroform separation was mixed with isopropanol (Sigma‐Aldrich), 1:1 in volume. RNA was precipitated overnight at −20°C. For UC‐isolated EVs, EV pellets were directly mixed with TRIzol. RNA isolation from human cells was conducted using the same TRIzol method. RNA quality was accessed using a 2100 Bioanalyzer (Agilent Technologies Inc.) at the Genomics Core Facility of Sunnybrook Research Institute.

### 2.12 Cell‐Free RNA Depletion Assay

Ten micrograms of total RNA isolated from PC3‐zsGreen cells was mixed with 1‐mL PC3‐zsGreen CM or RNase‐free water. For the RNase treatment, PureLink RNase A (Thermo Fisher Scientific) was used with a final concentration of 0.1 ng/µL and incubated at 37°C for 30 min. All samples in the cell‐free RNA depletion experiment were processed with ATPS, followed by dextranase treatment, TRIzol RNA isolation and analysed with 2100 Bioanalyzer.

### 2.13 RT‐qPCR

Strand‐specific reverse transcription was conducted using the ProtoScript II Reverse Transcription system (New England BioLabs) with gene‐specific reverse primers (Table S1). cDNA was diluted five times before performing qPCR with Advanced qPCR Master Mix (Wisent Bio Products) on a CFx Real‐Time System (Bio‐Rad Laboratories). PCR condition was 40 cycles of 95°C for 10 s and 65°C for 30 s followed by a melting curve stage. Relative copy number of target RNA was quantified using the ∆Ct method by setting the reference Ct to 40 cycles. Each reaction was run in triplicate and the data show results taken from three independent runs.

### 2.14 Small RNAseq

EV RNA isolated from conditioned media of PC3 and MDA‐MB‐231 cell lines and prostate cancer patient plasma samples using next‐gen ATPS/UC followed by TRIzol and exoRNeasy kit were submitted for small RNA sequencing at PrimBio Research Institute. Cell total RNA from EV donor cells were also submitted. Small RNA sequencing libraries were prepared using NEBNext Multiplex Small RNA Library Prep Set for Illumina kit (NEB#E7560S), following the manufacturer's instruction. Briefly, RNA from each sample was ligated to 3′SR adaptor, followed by hybridizing to reverse transcription primers to prevent adaptor‐dimer formation. Then the 5′SR was ligated to the RNA, and the reverse transcription was conducted using ProtoScript II Reverse Transcriptase, with the presence of Murine RNase Inhibitor. The cDNA generated was amplified using LongAmp Taq 2x Master Mix and sample‐specific index primers. The final library with a size around 140–150 bp was purified with AMpureXP beads (Beckmen Coulter, A63882) and quantified with Agilent 2100 Bioanalyzer High Sensitivity DNA Analysis. All final libraries were normalized to a concentration of 750 pM and pooled. About 20 µL of pooled library was loaded to a P2 flow cell/100 cycle cartridge, and then run on an Illumina NextSeq 2000 sequencer. The raw sequencing data were de‐multiplexed and processed with Illumina DRAGEN BCL Convert 3.8.4.

### 2.15 Small RNAseq Bioinformatics

Quality control of sequencing reads was performed by discarding those with a quality score below Q20 on a 4 bp sliding window. Size selection was subsequently applied, retaining reads ranging from 18 to 35 base pairs in length. Multimapping reads were considered with more weight given to unique mapping reads. Alignment was done using STAR aligner to the hg38 human genome, and annotation of the small RNAs was conducted using the Comprehensive Platform for Small RNA‐Seq data Analysis (COMPSRA). Normalization of the reads was executed by converting the raw counts to Transcripts Per Million (TPM) to facilitate comparative analysis across different sample groups. Small RNAs were annotated into categories such as microRNA (miRNA), circular RNA (circRNA), and small nucleolar RNA (snoRNA).

### 2.16 Immunoblotting

EV protein and protein contamination levels in EV preparation after the application of ATPS on human samples were assessed using immunoblotting analysis. EVs were lysed by mixing 2x RIPA buffer with EV samples (1:1 by volume), in the presence of 1% of protease and phosphatase inhibitor (Thermo Fisher Scientific), followed by incubation on ice for 30 mins. Protein lysates were mixed with 4x Laemmli sample buffer (Bio‐Rad Laboratories), boiled at 95°C for 10 mins and separated by SDS‐PAGE on 4%–20% Tris‐Glycine gels (Invitrogen). Proteins were transferred onto 0.2‐µm Hydrophobic PVDF membranes (MilliporeSigma) post‐gel‐electrophoresis, followed by blocking in 5% skim milk for 1 hr at room temperature. Primary antibodies against EV marker CD9 (BD Biosciences, cat#555370, 1:200) and lipoprotein contamination marker Apolipoprotein A1 (ApoA1, Abcam, ab52945, 1:1000) were incubated with membranes overnight at 4°C. HRP‐conjugated secondary antibodies (Abcam, ab205718 and ab6789, 1:6000) targeting appropriate host species of primary antibodies were incubated with membranes for 1 hr at room temperature. Exposure was performed in the presence of UltraScence Western Substrate (FroggaBio Inc.) and imaged with ChemiDoc Imaging System (Bio‐Rad Laboratories). Quantitative analysis was performed using ImageJ software (NIH).

### 2.17 Statistical Analyses

Statistical analyses were performed using GraphPad Prism 10 software. Results were expressed as the mean ± SEM. Significance was defined as *p* < 0.05 (*), *p* < 0.01 (**), *p* < 0.001 (***), *p* < 0.0001 (****) and *p* > 0.05 (ns). Two‐tailed unpaired *t*‐tests were performed when comparing two groups. One‐way analysis of variance (ANOVA) followed by Tukey's multiple comparisons tests was performed when comparing multiple groups. Two‐way analysis of variance (ANOVA) followed by Tukey's multiple comparisons tests was performed when comparing the partition of EVs in the DEX‐rich phase and pellet in different scales of ATPS.

## 3 Results

### 3.1 ATPS Offers Effective Recovery and Enrichment of Extracellular Vesicles

ATPS is formed when two different immiscible polymers that are soluble in an aqueous environment are used at specific concentrations. For example, when PEG (35 kDa) is mixed with DEX (500 kDa) at a ratio of 3%–1.5% (w/v) in an aqueous solution, such as EV‐containing fluid, phase separation occurs and a sharp interface forms between the resulting upper phase (PEG‐rich) and the lower phase (DEX‐rich). This ATPS was applied to cell culture conditioned media (CM) containing EVs from BPH‐1‐zsGreen cells, a cell line transduced with lentivirus for expression of zsGreen fluorescent proteins. The resulting phase‐separated PEG‐rich phase consistently occupies the larger volume upper portion (∼90%), remaining visibly clear, whereas the DEX‐rich phase settles in the smaller volume lower phase, which is 10% of the original mixture by volume (Figure 1A, lower photograph). This separation, with the PEG‐rich phase at the top and the DEX‐rich phase at the bottom, is dictated by the differing densities of the polymers. Using nFC (Figure S1), the concentration of EVs in the starting material can be compared to the concentration of EVs in both the PEG‐ and DEX‐rich phases. After the first round of partitioning with ATPS, no EVs were detected in the PEG‐rich phase and all the EVs were partitioned in the DEX‐rich phase (Figure 1A). EVs in the DEX‐rich phase from the first round of ATPS partitioning can be further submitted to another round of ATPS partitioning by mixing with additional PEG (Figure 1B). As a result, while no EVs were detected in the second PEG‐rich phase, EV concentration in the second DEX‐rich phase was higher than it was in the first DEX‐rich phase, due to the smaller volume of the second DEX‐rich phase.

**FIGURE 1:**
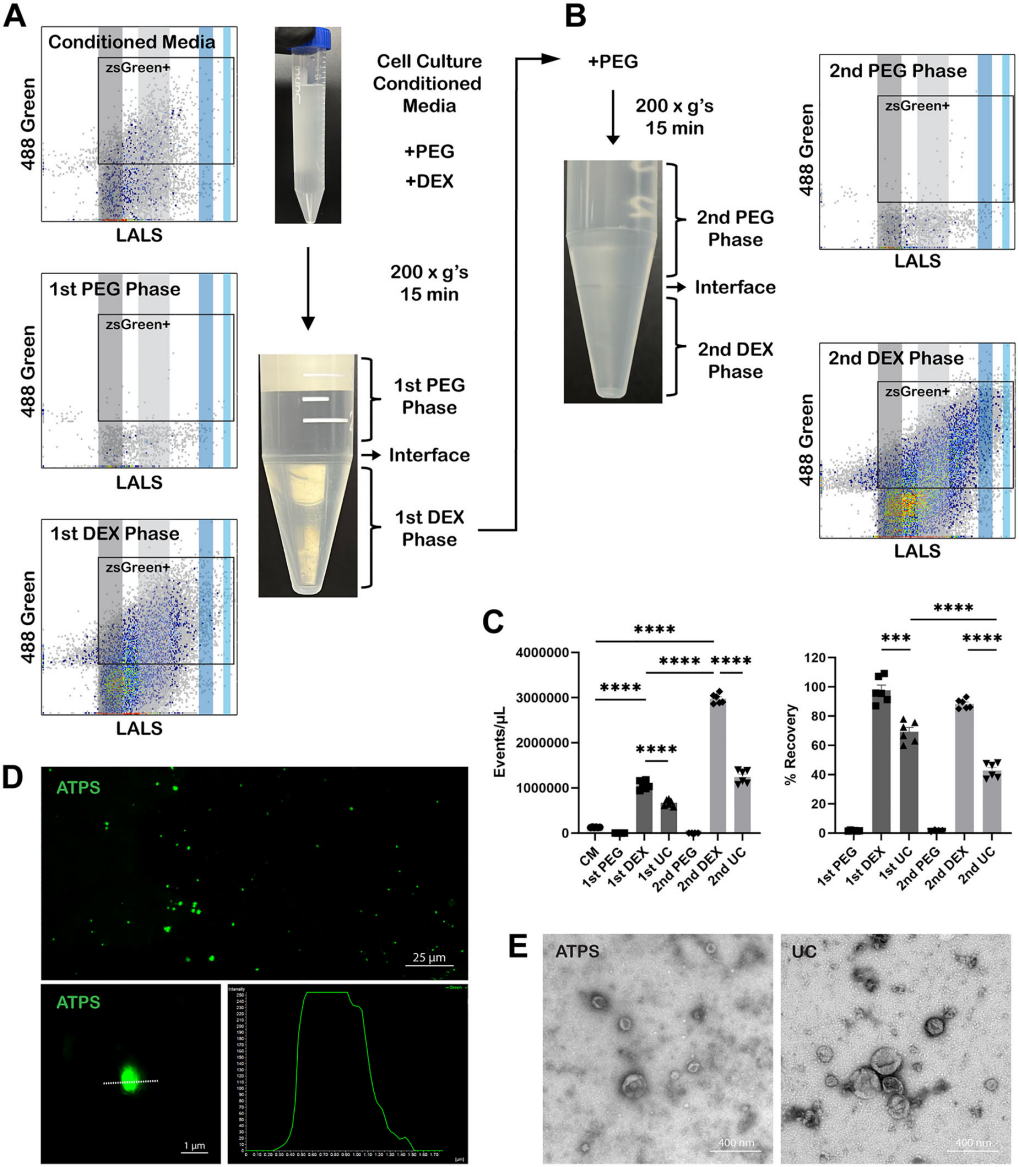
Workflow of a two‐step ATPS and analysis of extracellular vesicles (EV) partition. (A) Schematic diagram of the first step ATPS to isolate EVs from cell culture conditioned media (CM). CM of BPH‐1‐zsGreen cells is mixed with polyethylene glycol and dextran. Mixture is centrifuged at 200 × *g*’s for 15 mins. nFC of CM, 1st PEG‐rich phase and 1st DEX‐rich phase revealed partition and enrichment of EVs in the 1st DEX‐rich phase (left three cytograms). (B) Schematic diagram of the second step ATPS. 1st PEG is removed, and additional polyethylene glycol is mixed with the 1st DEX‐rich phase, followed by centrifugation at 200 × *g*’s for 15 mins. nFC of 2nd PEG‐rich and 2nd DEX‐rich phase revealed partition and greater enrichment of EVs in the 2nd DEX‐rich phase (right two cytograms). (C) EV concentration and recovery efficiency in all phases of two‐step ATPS compared to UC (*n* = 6). (D) Confocal microscopy of the 1st DEX‐rich phase. Scale bars 25 µm (top panel) and 1 µm (bottom left panel). Scan line analysis revealed the size of captured EVs (bottom right panel). (E) TEM analysis of EVs isolated by ATPS (left panel, scale bar 400 nm) and UC (400 nm).

Figure 1C (left panel) depicts the improvements in EV concentration through two rounds of ATPS partitioning. EV concentration was enriched by ∼8 times and ∼21 times in the first and the second DEX‐rich phase, respectively, in comparison to the EV concentration in the starting material. As a comparison, the starting material was also submitted to two rounds of UC. EV pellets after UC were diluted in PBS with the same volume as the first and the second DEX‐rich phases, respectively. EV concentration was enriched by ∼6 times in the first round of UC and by ∼10 times in the second round of UC, indicating that ATPS has superior EV enrichment capability compared to UC. Figure 1C (right panel) depicts a comparison of the EV recovery efficiency between ATPS and UC. All EVs from the starting material were isolated by the first DEX‐rich phase (∼98% recovery of total EV) and the recovery efficiency was maintained with minimal EV loss in the second DEX‐rich phase (∼88% recovery of total EV). Both UC steps showed lower recovery efficiency than ATPS. Although 69% of total EVs were recovered after the first round of UC, more than half of total EVs were lost after the second round UC (∼43% recovery of total EV). A comparison of ATPS to the Total Exosome Isolation Reagent (TEIR) kit for conditioned media by Invitrogen revealed higher EV concentrations and higher EV recovery rate with the ATPS method (Figures S2A,B). This was achieved within a fraction of the time, which was 20 min with ATPS compared to >12 h when using the TEIR kit for conditioned media samples (Table S2).

Confocal microscopy of ATPS‐isolated EVs revealed zsGreen‐positive EVs that were not aggregated and ranged within 200–1000 nm in diameter (Figure 1D). Scan line analysis of an individual EV (bottom right) confirmed both the size (<800 nm) and vesicular morphology expected of an EV. Transmission electron microscopy (TEM) was also performed to observe the morphology of EVs isolated by ATPS and UC. While ATPS revealed non‐aggregated EVs with intact membrane structures, UC led to the partial aggregation of EVs potentially due to the extreme centrifugal speed and force being applied on EVs during sedimentation (Figure 1E).

### 3.2 Removal of Dextran after ATPS Isolation of EVs Leads to Efficient RNA Extraction

An ideal EV isolation method should produce high‐quality EVs amenable for downstream analyses and applications, such as molecular cargo ‘omics’ analyses, flow cytometry, recipient cell/tissue/host treatment and so forth. ATPS isolates EVs with high recovery as shown in Figure 1, but the presence of DEX in the EV‐enriched phase after phase separation leads to minor interference of downstream analyses and applications. In Figure 2, the EV‐containing DEX‐rich phase is not compatible with TRIzol RNA isolation. This high molecular weight polysaccharide co‐precipitates with alcohol (ethanol, isopropanol, etc.) during the RNA precipitation step in TRIzol RNA isolation (Figure 2A, top panel). This highly viscous co‐precipitate not only reduces EV RNA yield but also interferes with downstream analyses such as RNA quantitation. To solve this problem, dextranase, an enzyme that drives hydrolysis reaction of the α‐(1,6)‐glycosidic linkages in DEX (Khalikova et al. 2005), was used to digest the DEX to simpler molecules, such as isomaltose and other oligosaccharides. Complete removal of DEX with a molar excess of dextranase leads to no co‐precipitate contamination during TRIzol RNA isolation (Figure 2A, bottom panel).

**FIGURE 2:**
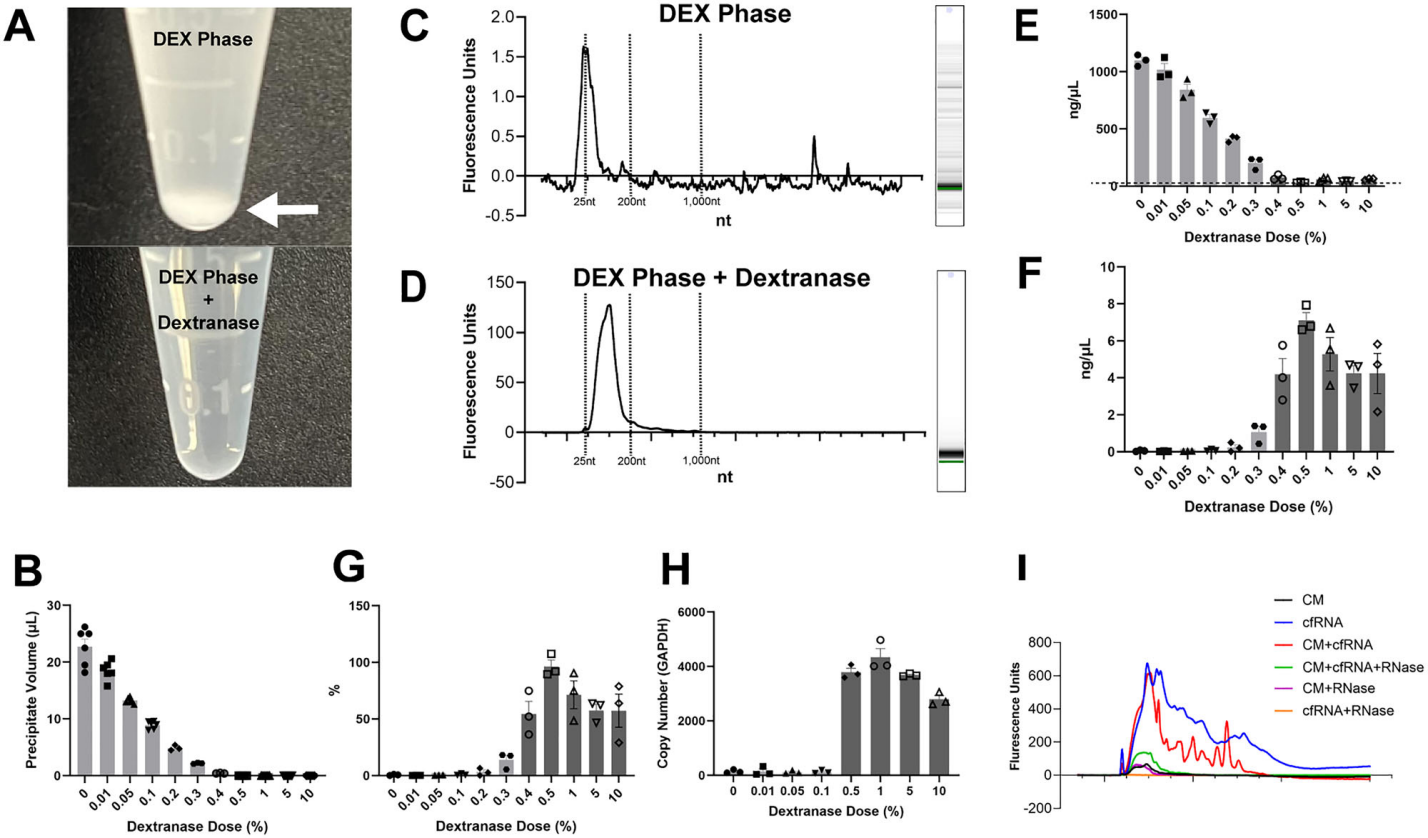
Removal of dextran with dextranase prevents polysaccharide coagulation and leads to efficient RNA extraction. (A) Dextran‐alcohol precipitate is formed during TRIzol RNA isolation with EVs isolated with ATPS (top panel, white arrow). Absence of dextran‐alcohol precipitate during TRIzol RNA isolation after dextranase treatment (bottom panel). (B) Volume of dextran‐alcohol precipitate in EV‐containing DEX‐rich phase treated with dextranase at various concentrations during TRIzol RNA isolation (*n* = 6). (C) Bioanalyzer analysis of EV RNA with dextran‐alcohol precipitate. (D) Bioanalyzer analysis of EV RNA without dextran‐alcohol precipitate after dextranase treatment. (E) NanoDrop measurements of EV RNA isolated from DEX‐rich phase pre‐treated with dextranase at various concentrations (*n* = 3). Dash line represents the expected RNA yield/concentration retrieved from bioanalyzer analysis. (F) Bioanalyzer analysis of concentrations of EV RNA isolated from DEX‐rich phase pre‐treated with dextranase at various concentrations (*n* = 3). (G) Recovery efficiency of RNA isolated from DEX‐rich phase pre‐treated with dextranase at various concentrations (*n* = 3). (H) RT‐qPCR analysis on GAPDH mRNA copy number in RNA isolated from DEX‐rich phase pre‐treated with dextranase at various concentrations (*n* = 3). (I) Bioanalyzer analysis of RNA isolated from CM (black); cfRNA mimicry (blue); RNA isolated from CM with additional cfRNA mimicry (red); RNA isolated from RNase‐treated CM with additional cfRNA mimicry (green); RNA isolated from RNase‐treated CM (purple); RNase‐treated cfRNA mimicry (orange).

To determine the optimal dextranase treatment, the DEX‐rich phase was treated with dextranase at a concentration gradient (0%, 0.01%, 0.05%, 0.1%, 0.5%, 1%, 5% and 10%, *v*/*v*) after ATPS isolation with PC3‐zsGreen CM, followed by TRIzol RNA isolation. DEX‐alcohol co‐precipitate was absent at a minimal dextranase concentration of 0.5% (Figure 2B). The volume of co‐precipitate was negatively correlated with dextranase concentration, indicating the depletion of co‐precipitate was due to DEX degradation by dextranase. Intermediate concentrations between 0.1% and 0.5% for dextranase treatment were also tested (0.2%, 0.3% and 0.4%, *v*/*v*). While the volume of co‐precipitates showed a consistent negative correlation with dextranase concentration, 0.4% dextranase‐treated EVs samples revealed minor but detectable level of co‐precipitation after TRIzol RNA isolation (Figure 2B). Thus, the optimal dextranase concentration for complete depletion of DEX‐alcohol co‐precipitation falls between 0.4% and 0.5%, *v*/*v*.

To analyse and quantify RNA yield, bioanalyzer analysis revealed minimal RNA yield in the samples with dextran‐alcohol co‐precipitate (Figure 2C), while the RNA yield was greatly improved after DEX depletion (Figures 2D and 2F). NanoDrop spectrophotometer is commonly used to measure nucleic acid concentration but was not amenable for RNA samples with DEX‐alcohol co‐precipitates (Figure 2E). The spectrophotometer reading for RNA concentration in samples with co‐precipitates exceeded the expected RNA yield from the number of EVs used for RNA isolation, with the dashed line indicating the expected RNA level as determined by the bioanalyzer analysis (Figure 2E). The spectrophotometer readings were also correlated with the co‐precipitate volume, indicating that this abnormal reading was caused by interference from the co‐precipitates.

RNA recovery was calculated based on TRIzol RNA isolation performed on PC3‐zsGreen CM without ATPS (Figure 2G). DEX‐alcohol co‐precipitates significantly reduced RNA recovery (less than 1%) in samples with insufficient dextranase treatment. Dextranase treatment that depleted DEX‐alcohol co‐precipitates effectively improved RNA recovery to 60%–100%.

RT‐qPCR on GAPDH mRNA was performed on RNA isolated from the DEX‐rich phase treated with multiple dextranase concentrations to validate if the RNA quality is amenable for downstream molecular analysis. Copy number of GAPDH mRNA was found enriched in RNA samples with the absence of DEX‐alcohol co‐precipitate, which approximates RNA concentrations determined in the bioanalyzer analysis (Figure 2H).

It is possible that a portion of RNA isolated from the DEX‐rich phase could be cell‐free RNA (cfRNA) that is not vesicle‐encapsulated. To demonstrate this, we introduced total RNA isolated from PC3‐zsGreen cells to CM as a mimicry of non‐vesicular‐encapsulated cfRNA, prior to ATPS and TRIzol RNA isolation. Bioanalyzer analysis was performed to assess the size distribution of RNA (Figure 2I). When CM was mixed with cfRNA, peaks representing RNA between 200 and 1000 nt were observed (Figure 2I, red), which is larger than the size of EV RNA from CM (25–200 nt, Figure 2I, black). RNase A was used in a depletion assay to degrade any cfRNA not protected by an EV. Upon RNase treatment, large RNA fragments (200–1000 nt) were depleted and only the narrow peak between 25 and 200 bp was observed (Figure 2I, green), representing RNA encased within EVs that resisted RNA degradation. RNase treatment on CM alone did not impact the 25–200 nt EV RNA (Figure 2I, purple), while the treatment on cfRNA alone showed complete depletion (Figure 2I, yellow). These results suggest that ATPS not only isolates RNA from membrane‐encapsulated EVs but also co‐isolates cell‐free RNA.

### 3.3 Dextranase Treatment of Purified EVs via ATPS Prevents Non‐Specific Antibody Binding Resulting in Gentle and Efficient Recovery of EVs

nFC analysis was used to detect EV subpopulations based on membrane biomarkers (Gomes et al. 2018; Padda et al. 2019; Kim et al. 2022). We studied the impact of DEX on immunolabeling with pre‐conjugated antibodies on EVs isolated by ATPS. Various concentrations of DEX were directly mixed with PC3‐zsGreen CM. Pre‐conjugated antibodies targeting general EV biomarkers (CD9, CD63 and CD81) were used to perform the immunolabelling. nFC revealed zsGreen‐positive, biomarker‐positive and zsGreen/biomarker double‐positive EV subpopulations in CM with the presence and absence of DEX (Figure S3A). These subpopulations were further classified as large EVs (lEVs) and small EVs (sEVs) with a size threshold of 100 nm. The concentration of EV subpopulations detected by nFC was dependent on dextran, such as lEVs (Figure S2B), sEVs (Figure S3C) and zsGreen/biomarker double positive subpopulations (Figures S3D and S3E). This demonstrates that DEX interferes with immunolabelling and nFC.

To improve the accuracy of immunolabelling and nFC analysis on EVs isolated by ATPS, dextranase was used to remove DEX in the EV‐containing DEX‐rich phase. nFC revealed CD9‐, CD63‐ and CD81‐positive EV subpopulations and biomarker/zsGreen double‐positive subpopulations with similar size distribution and signal intensity in dextranase‐treated samples, as in CM‐ and DEX‐rich phase without dextranase treatment (Figure 3A). EV concentration readings still demonstrated enrichment of lEVs (Figure 3B), sEVs (Figure 3C) and zsGreen/biomarker double‐positive subpopulations (Figure 3D) in dextranase‐treated samples, in comparison to EV subpopulation concentrations in CM. Calculation of recovery efficiency revealed that the presence of DEX in EV‐enriched DEX‐rich phase after ATPS leads to non‐specific immunolabelling and nFC reading, as the recovery efficiency exceeded 100% and reached 200% (Figure 3E). However, DEX removal with dextranase eliminates non‐specificity and reveals accurate immunolabelling and nFC analysis with near‐full recovery of biomarker‐positive subpopulations (Figure 3E).

**FIGURE 3:**
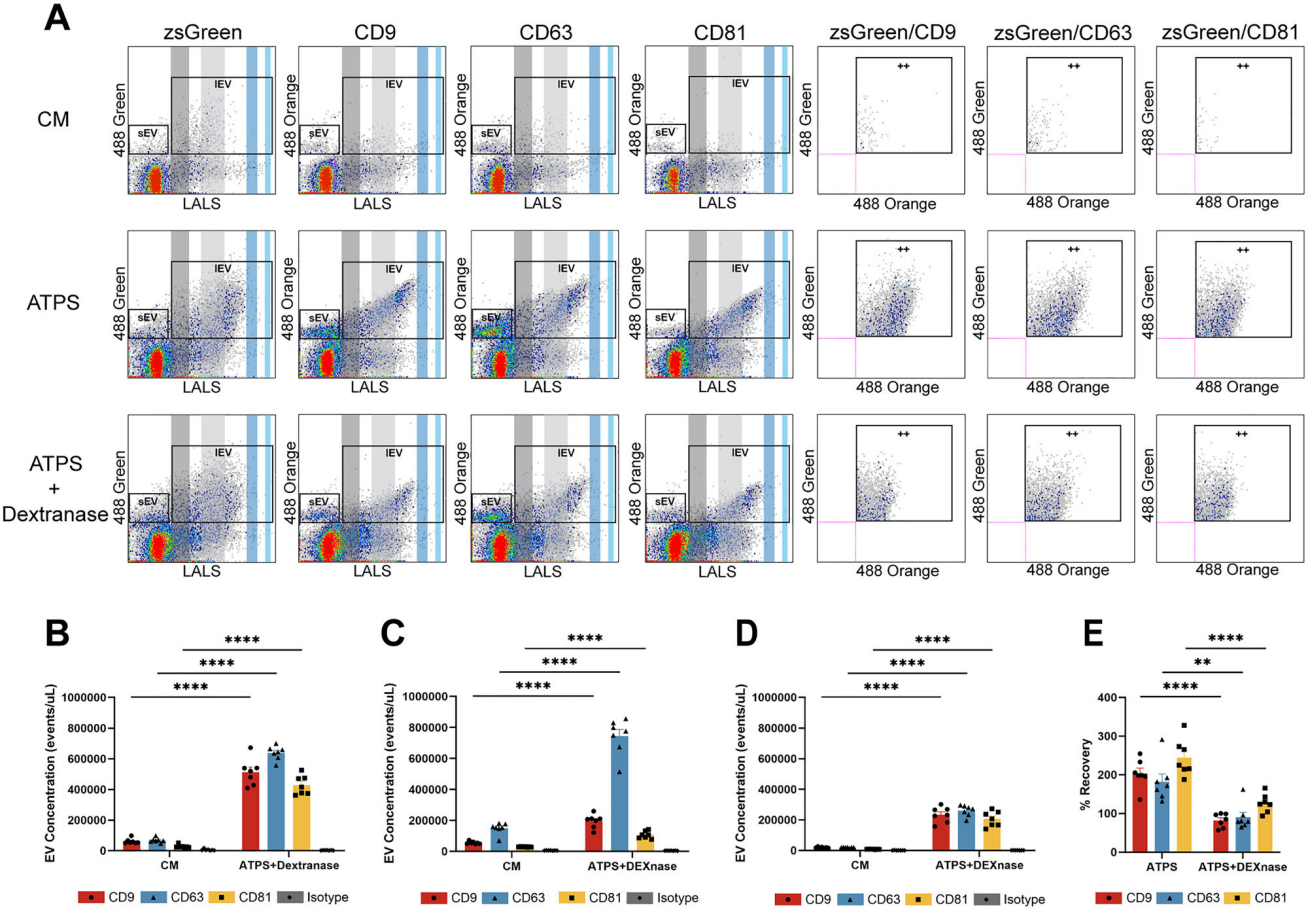
Removal of dextran with dextranase leads to accurate detection of purified EVs by nFC. (A) nFC scatterplots of PC3‐zsGreen CM (top row), ATPS‐isolated PC3‐zsGreen EVs (middle row) and ATPS‐isolated PC3‐zsGreen EVs after dextranase treatment (bottom row). Analysis revealed zsGreen‐positive EV subpopulations (first lane), biomarker‐positive EV subpopulations (second lane to fourth lane) and zsGreen/biomarker double‐positive EV subpopulations (fifth lane to seventh lane). (B) Large EV (lEVs, larger than 100 nm) subpopulation concentration in CM and ATPS‐isolated EVs after dextranase treatment (*n* = 7). (C) Small EV (sEVs, smaller than 100 nm) subpopulation concentration in CM‐ and ATPS‐isolated EVs after dextranase treatment (*n* = 7). (D) zsGreen/biomarker subpopulation concentration in CM‐ and ATPS‐isolated EVs after dextranase treatment (*n* = 7). (E) Recovery of EV subpopulations of ATPS‐isolated EVs with (right) or without (left) dextranase treatment (*n* = 7).

### 3.4 Presence of Dextran Increases EV Internalization in Recipient Cells

In addition to promising targets for biomarker and liquid biopsy development, EVs have also been found to participate in cell‐to‐cell communication for various physiological and pathological processes by horizontally transferring proteins and genetic materials between cells (Théry et al. 2018; Welsh et al. 2024; Das et al. 2024; van Niel et al. 2018). EV internalization assays are commonly used to study such EV functions by co‐culturing EVs with recipient cells *in vitro*. PC3‐zsGreen EVs isolated by ATPS and UC were co‐cultured with BPH‐1 cells to compare the recipient cell internalization efficacy. To study the impact of DEX on recipient cell internalization of EVs, in separate treatment groups, dextranase was used to remove DEX in ATPS‐isolated EVs, and DEX was mixed with UC‐isolated EVs to the same concentration as in DEX‐rich phase after ATPS. Confocal microscopy was used to visualize and quantify the internalization of PC3‐zsGreen EVs in BPH‐1 cells after co‐culturing for 24 h (Figure 4A, top panel) and 48 h (Figure 4B, bottom panel). Orthogonal views (*XZ* and *YZ*) revealed abundant cytosolic and minor membrane binding of EVs.

**FIGURE 4:**
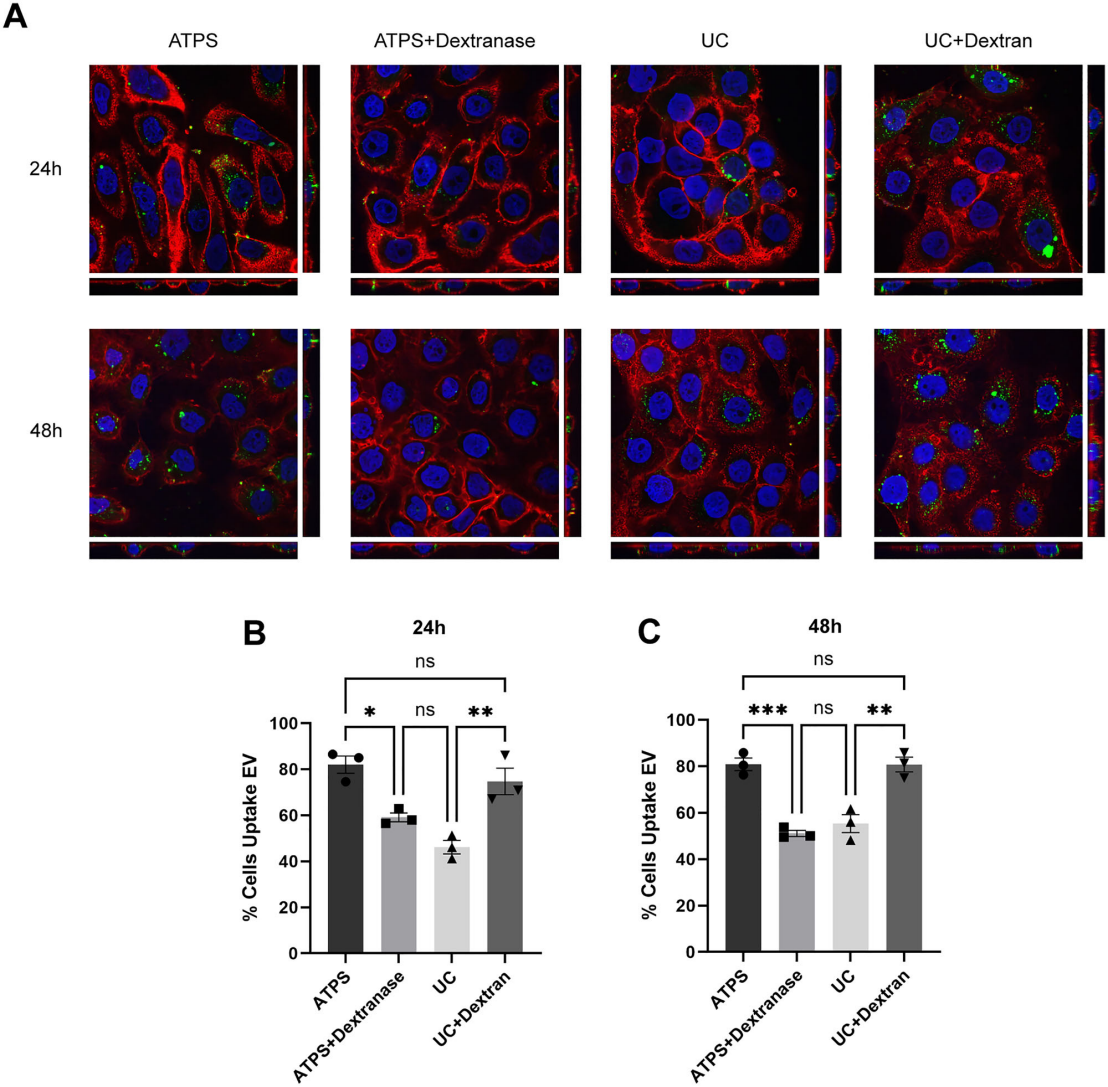
Presence of dextran improves EV internalization in recipient cells. (A) Confocal microscopy images and orthogonal views of BPH‐1 cells co‐cultured with ATPS‐isolated PC3‐zsGreen EVs, ATPS‐isolated PC3‐zsGreen EVs after dextranase treatment, UC‐isolated PC3‐zsGreen EVs, and UC‐isolated PC3‐zsGreen EVs mixed with dextran for 24 h (top panel) and 48 h (bottom panel). EVs were labelled with zsGreen (green). Recipient BPH‐1 cells were labelled with Hoechst 33,342 for nucleus (blue) and WGA Alexa Flour 647 for the plasma membrane (red). (B) Proportion of recipient cells showed EV internalization after 24‐h co‐culturing (*n* = 3). (C) Proportion of recipient cells showed EV internalization after 48 h co‐culturing (*n* = 3).

### 3.5 Next‐gen ATPS Offers Equivalent RNA Yield and Transcriptome Overlap Compared to Other Methods of RNA Isolation From EVs

TRIzol‐chloroform separation followed by alcohol precipitation can be used in combination with UC or next‐gen ATPS to isolate RNA from EVs, but head‐to‐head comparisons to other kits that offer a complete solution were needed. Hence, the Qiagen exoRNeasy Midi Kit was also evaluated; this kit has an EV isolation column and a column for isolating the RNA from those EVs. The three methods were compared in isolating RNA from PC3 CM and MDA‐MB‐231 CM (Figure 5A,C). 

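Small RNA was sequenced from PC3, a prostate cancer cell line, and from MDA-MB-231, a breast cancer cell line. For each line, RNA came from the EV donor cells and from EVs of their CM, isolated by next-gen ATPS, UC or the exoRNeasy kit. This gave 8 groups of 2 libraries, 16 libraries in all. The donor cells were kept in serum-free media for 72 h before CM collection. Next-gen ATPS used 3% PEG and 1.5% DEX with phases separated at 200 × g for 15 min, and UC was run at 200000 × g for 2 h. RNA of next-gen ATPS and UC EVs was extracted with TRIzol. The libraries were made with the NEBNext Multiplex Small RNA kit and sequenced on an Illumina NextSeq instrument. The UC libraries are labelled VC, which was read as UC because no other method is named for these samples. For MDA-MB-231 the paper gives 10% FBS in the growth medium and the sample labels give 5%, and both give 5% for PC3. Neither source says whether the 2 libraries of a group came from separate cultures, so p-values measure the spread between these libraries, which may be technical.

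The authors trimmed reads at Q20 over a window of 4 bases, kept reads of 18 to 35 bases, aligned them to hg38 with STAR, annotated them with COMPSRA and converted counts to TPM for each RNA class. The paper states that reads mapping to several places were considered, with more weight on those that map once. The values themselves show no fractional weights. Within a library every TPM value was a whole multiple of the value of 1 read (100% of values within 0.1 read). The values are therefore CPM over the reads of the class, without a length term, and the reads behind each value could be recovered. They cover 915 miRNA entries (497 mature names and 418 hairpin or other names), 116577 circRNA entries and 413 snoRNA entries. A species was counted as detected above 0 TPM. The paper names no step that tests whether a read comes from a circular RNA. A circRNA counted here is thus an entry with reads, and whether those reads come from circular RNA was not tested. Differences were tested with limma on log2(TPM + 1), over species with a TPM of at least 1 in at least 2 libraries, with 1 mean for each of the 8 groups and an adjusted p under 0.05. Fold changes are on this scale. It understates the change of species with a TPM near the pseudocount of 1. For miRNA, where 1 read is worth 10.27 to 6536 TPM, a species without reads in some libraries can have a larger fold change on this scale than its reads give.

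The miRNA reads were the fewest. The PC3 cell libraries held 34422 and 97408, next-gen ATPS EVs 5027 and 4612, UC EVs 14612 and 14515, and exoRNeasy EVs 3162 and 2508. In MDA-MB-231 the numbers were 44370 and 153 for cells, 8648 and 4855 for next-gen ATPS, 24730 and 26726 for UC, and 4886 and 1982 for exoRNeasy. MDA-MB-231 cell replicate 2 therefore carries little information on miRNA. Its 153 reads did not differ from replicate 1 beyond sampling noise (chi-square p = 0.398), but its circRNA and snoRNA reads did, so it was kept as a library of its own. The circRNA reads of PC3 libraries ranged from 22455448 to 67987682 in cells, 142316297 to 155507977 with next-gen ATPS, 167339354 to 181726515 with UC and 137327661 to 145594464 with exoRNeasy. For MDA-MB-231 they ranged from 260466 to 24363924, 374672214 to 399175187, 241083557 to 245183283 and 207543553 to 265881619 in the same order. The circRNA reads given here and below are sums over entries. A read counted for several entries adds to the sum each time, so they need not be distinct reads. The snoRNA reads of PC3 ranged from 3555333 to 10849128 in cells, 41519 to 43029 with next-gen ATPS, 94210 to 100919 with UC and 50962 to 53435 with exoRNeasy. For MDA-MB-231 they ranged from 16635 to 3900437, 60912 to 151267, 169221 to 400429 and 43868 to 111985. Counting intervals and floors below cover counting error only, because the libraries carry no molecular identifiers.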

Yields were higher with the next‐gen ATPS‐TRIzol combination compared to the exoRNeasy and the UC‐TRizol combination in both CMs. 

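In PC3 CM, 177 ± 11.3 miRNA species (SD, n = 2 libraries) were detected with next-gen ATPS, 165 ± 15.6 (SD, n = 2) with exoRNeasy and 269 ± 18.4 (SD, n = 2) with UC. In MDA-MB-231 CM the numbers were 230 ± 19.8, 202 ± 49.5 and 347 ± 14.1. A few species held most of these reads. In PC3 EVs hsa-miR-182-5p, a miRNA of the cluster of miR-183, miR-96 and miR-182, held 55.6% ± 0.905 (SD, n = 2) of the miRNA TPM with next-gen ATPS, 48.5% ± 1.26 with UC and 50.5% ± 1.24 with exoRNeasy. Its hairpin lies on chromosome 7 of GRCh38 from 129770383 to 129770492, in an intron of a lncRNA. In MDA-MB-231 the hairpin entry hsa-mir-7641-2 held 41.1% ± 4.84 (SD, n = 2) of the miRNA TPM in next-gen ATPS EVs, 34.3% ± 1.87 in UC EVs and 17.4% ± 2.18 in exoRNeasy EVs.

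Averaged over both lines, UC EVs had 104.5 more miRNA species than next-gen ATPS EVs (pooled SD 16.3) and 124.5 more than exoRNeasy EVs (pooled SD 28.4). Both differences gave a two-sided p = 0.0556 in an exact permutation test within cell lines, the smallest p that its 36 arrangements allow. Next-gen ATPS and exoRNeasy EVs differed by 20 species (pooled SD 28.3, exact permutation p = 0.389), less than the spread between replicates. This difference was 37.5 and 2.5 without MDA-MB-231 exoRNeasy replicate 1 and 2. With each library thinned to the same miRNA reads, and MDA-MB-231 cell replicate 2 left out, UC minus next-gen ATPS gave a mean difference of -8.38 species (pooled SD 7.23, exact permutation p = 0.167). UC and next-gen ATPS EVs had fewer than exoRNeasy EVs (-31.6, pooled SD 4.61, and -23.2, pooled SD 7.58, exact permutation p = 0.0556 for each). This setting was chosen after the data were seen. It matched total miRNA reads. In PC3 the 10 most abundant species held 84.6%, 84.8% and 80.8% of these with next-gen ATPS, UC and exoRNeasy. In MDA-MB-231 they held 76.5%, 76.4% and 70.8%. The exoRNeasy libraries thus kept more reads for other species, so the lower numbers than with exoRNeasy are not at equal depth for them.

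**Figure D1:**
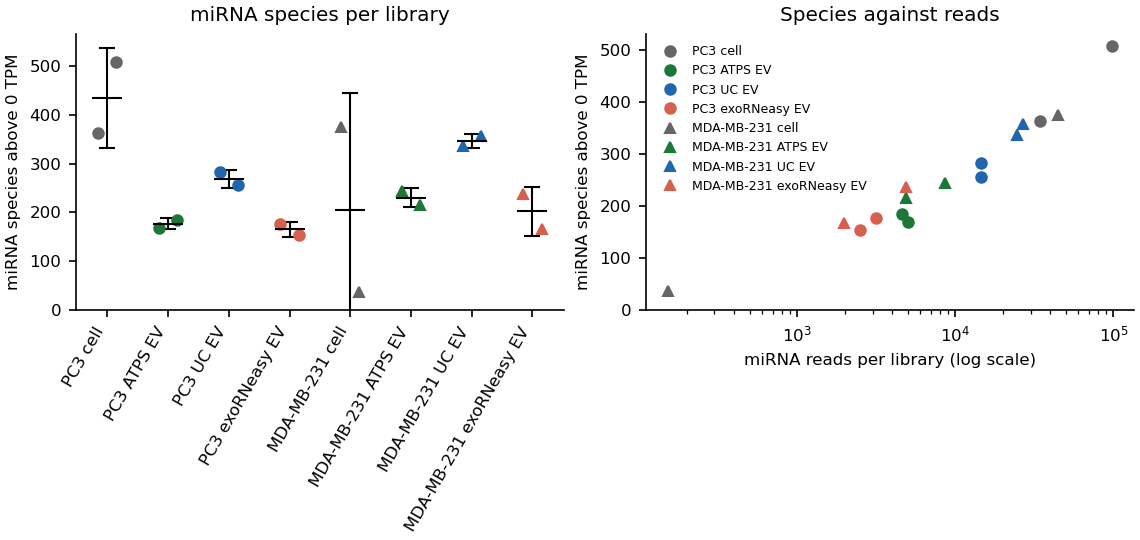
miRNA species above 0 TPM in each library (left) and the same numbers against the miRNA reads of the library on a log scale (right). Points are libraries, bars are the mean of 2 libraries with the SD. The UC EV libraries have more species and more reads than the other EV libraries of their line, and MDA-MB-231 cell replicate 2 has 36 species from 153 reads.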

A similar number of miRNAs was isolated by next‐gen ATPS and exoRNeasy in both CMs but the highest number was observed with UC‐isolated EVs (Figure 5B). Bioinformatics analysis was performed to determine the overlap of the miRNA, circular RNA (circRNA) and small nucleolar RNA (snoRNA) present across all three methods. 

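In PC3 EVs, 139 of the 456 miRNA species detected with any method were detected with all 3 methods, 25590 of the 86832 circRNAs and 257 of the 334 snoRNAs. A species counted as detected by a method when it was above 0 TPM in at least 1 of its 2 libraries. The miRNAs hsa-miR-182-5p, hsa-miR-222-3p and hsa-miR-425-5p had reads in every library of the 3 methods, as had the C/D box snoRNAs SNORD49A and SNORD2. hsa-miR-16-5p, abundant in many cell types, had 0 reads in the next-gen ATPS libraries of PC3, 0 and 1 read in the UC libraries and 1 and 2 reads in the exoRNeasy libraries, at or under the floor of 3 reads, so no fold is given. Across all 16 libraries of cells and EVs, 22 miRNAs, 1055 circRNAs and 138 snoRNAs were above 0 TPM in each. In PC3, the 10 most abundant species held 84.6% of the miRNA TPM in next-gen ATPS EVs, 84.8% in UC EVs and 80.8% in exoRNeasy EVs. For snoRNA these shares were 64.5%, 59.9% and 62.3%. The overlaps are counts without a test, and the spread is given over the 4 pairs of single libraries.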

In terms of miRNA and circRNA, next‐gen ATPS had a higher overlap with UC than exoRNeasy (Figure 5D, left and middle Venn diagram). 

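Of the 246 miRNA species in PC3 next-gen ATPS EVs, 204 were also in UC EVs, and of the 228 in exoRNeasy EVs, 168 were. The shared miRNAs were 82.9% of the next-gen ATPS set (75.7 to 80.5% over the 4 pairs of single libraries) and 73.7% of the exoRNeasy set (65.9 to 72.7%). As a share of the 360 miRNA species in UC EVs they were 56.7% (48.2 to 54.7%) and 46.7% (39.0 to 45.4%). Next-gen ATPS and UC shared 65 miRNA species that exoRNeasy lacked, exoRNeasy and UC shared 29 that next-gen ATPS lacked, and 36 were detected with next-gen ATPS alone. The shared miRNAs held 99.4% ± 0.255 (SD, n = 2) of the miRNA TPM of next-gen ATPS EVs and 98.3% ± 0.0270 of that of exoRNeasy EVs.

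For circRNA, 34062 of 42846 species in next-gen ATPS EVs and 40166 of 53297 in exoRNeasy EVs were also among the 68481 in UC EVs. The shared circRNAs were 79.5% of the next-gen ATPS set (69.2 to 70.8%) and 75.4% of the exoRNeasy set (64.4 to 65.6%). As a share of the UC set they were 49.7% (38.4 to 41.0%) for next-gen ATPS and 58.7% (47.6 to 48.6%) for exoRNeasy. Next-gen ATPS and UC alone shared 8472 circRNAs, exoRNeasy and UC alone shared 14576, and 5220 were found with next-gen ATPS alone. The group value lies above the range of single libraries because a group pools 2 of them. With all libraries thinned to the same reads, a setting chosen after the data were seen, next-gen ATPS circRNAs covered 30.4% of the UC set and exoRNeasy circRNAs 37.0%. For miRNA the shares of the UC set were then 63.6% and 60.6%. For circRNA the thinning matched total reads, of which 8 entries held 94.35% and 94.64% in the PC3 next-gen ATPS libraries. In the PC3 exoRNeasy libraries they held 92.79% and 92.1%. Fewer reads of other circRNAs were left with next-gen ATPS, so the order of the circRNA shares is not one at equal depth.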

Next‐gen ATPS and exoRNeasy were equivalent in terms of overlap with snoRNA (Figure 5D, right Venn diagram).

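Of 282 snoRNAs in PC3 next-gen ATPS EVs, 273 were also in UC EVs, and of 287 in exoRNeasy EVs, 279 were. The shared snoRNAs were 96.8% of the next-gen ATPS set (95.7 to 97.6% over the 4 pairs of single libraries) and 97.2% of the exoRNeasy set (94.8 to 97.8%). They covered 85.6% (81.4 to 85.7%) and 87.5% (83.3 to 86.1%) of the 319 snoRNAs in UC EVs. These ranges overlap. Next-gen ATPS and exoRNeasy EVs shared 259 snoRNAs, 91.8% of the former set and 90.2% of the latter.

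Over both lines, 7 snoRNAs were higher and 5 lower in next-gen ATPS EVs than in exoRNeasy EVs among 357 tested with limma. SNORD15A, a C/D box snoRNA hosted by RPS3 on chromosome 11 (75400391 to 75400538 of GRCh38), was lower, at 2264 ± 1494 TPM (SD, n = 4) against 12520 ± 6180 TPM. Its log2 fold change was -2.50 (standard error 0.34, adjusted p = 0.00118 from limma). SNORD95, in the RACK1 gene on chromosome 5 (181243312 to 181243379), was higher, at 6195 ± 1049 TPM against 2943 ± 251 TPM (log2 fold change 1.06, standard error 0.17, limma adjusted p = 0.00284). SNORD14A in an intron of RPS13 and SNORD14E in an intron of HSPA8, both of the U14 family that acts in pre-rRNA cleavage, were also higher (log2 fold changes 2.44 and 1.73, limma adjusted p = 0.0135 and 0.00483). The call of SNORD14A was lost without either MDA-MB-231 next-gen ATPS library or without replicate 2 of PC3 next-gen ATPS, PC3 exoRNeasy or MDA-MB-231 exoRNeasy (limma adjusted p from 0.0503 to 0.0734). SNORD123 was lower (-1.96, limma adjusted p = 0.00483). SNORD14A and SNORD14E are 2 of the 14 tested members of the pre-rRNA cleavage list, of which 0 were lower. Among C/D box snoRNAs 4 were higher and 5 lower of 212, and among H/ACA box snoRNAs 2 were higher and 0 lower of 133. Without either MDA-MB-231 cell library the test called 11 snoRNAs higher and 9 lower, without MDA-MB-231 next-gen ATPS replicate 1 it called 4 and 3, and quantile normalization gave 8 and 7.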

**FIGURE 5:**
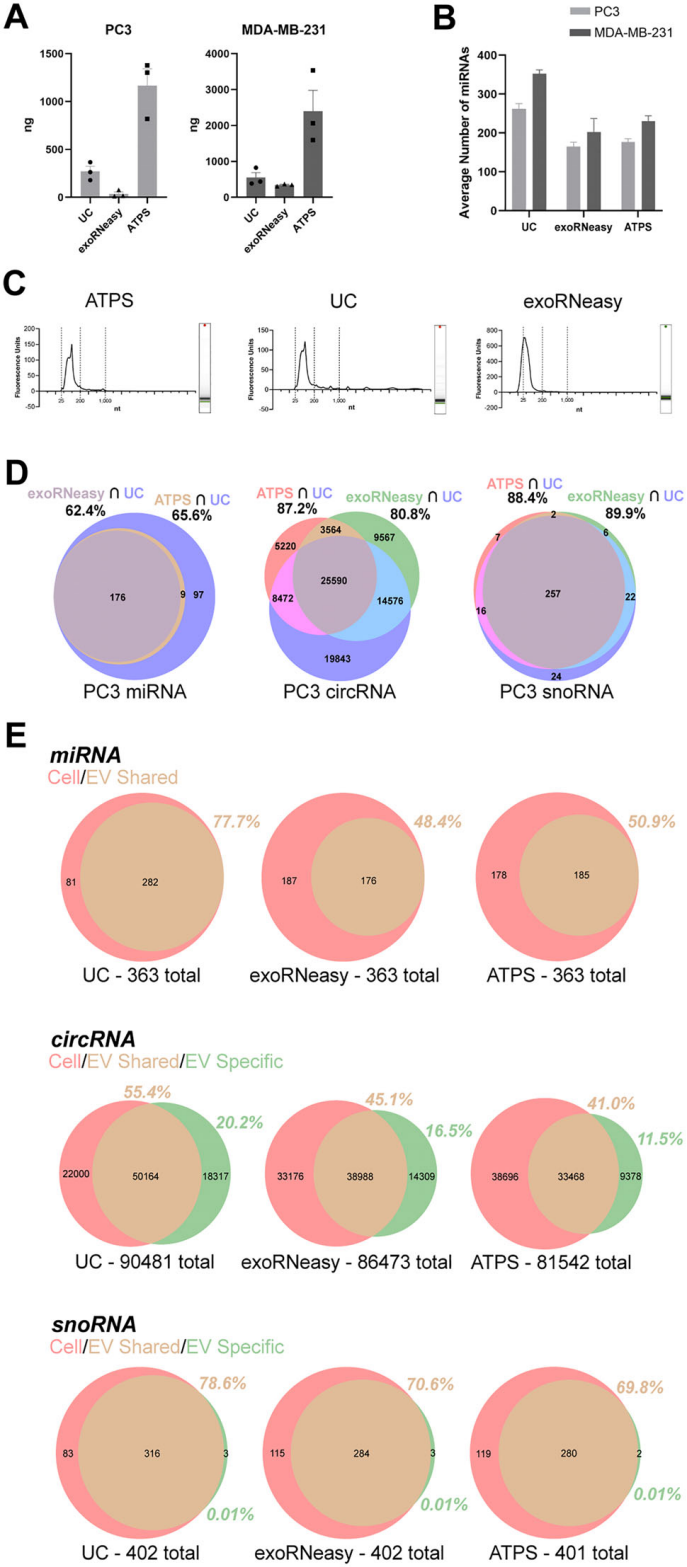
Transcriptomic profiles of CM EV RNA isolated by various methods. (A) The amount of total small RNA isolated from conditioned media of PC3 and MDA‐MB‐231 cells (*n* = 3). (B). Average number of miRNA species detected from next‐gen ATPS, UC and Qiagen exoRNeasy kit isolated EVs from conditioned media of PC3 (light grey bars, *n* = 2) and MDA‐MB‐231 cells (dark grey bars, *n* = 2). (C) Bioanalyzer profile of RNA extracted from EVs isolated by next‐gen ATPS (left), UC (middle) and Qiagen exoRNAeasy kit (right). EVs isolated from conditioned media of PC3 cells. (D) Venn diagrams describing the number of uniquely expressed and overlapped miRNA (left), circRNA (middle) and snoRNA (right) species across all three methods. (E) Venn diagrams describing the number of uniquely expressed and overlapped miRNA (top), circRNA (middle) and snoRNA (bottom) of all three methods compared to the small RNA species detected from the EV donor cells, PC3.

miRNA, circRNA and snoRNA isolated by the three different methods were compared to the EV donor cell source as shown in Figure 5E. The miRNA profile of parental cells exceeded the miRNA profile of EVs isolated by UC, exoRNeasy and next‐gen ATPS. 

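The PC3 cell libraries held 569 miRNA species, against 360 in UC EVs, 246 in next-gen ATPS EVs and 228 in exoRNeasy EVs. Of the EV species, 90 in UC EVs (25.0%), 52 in next-gen ATPS EVs (21.1%) and 39 in exoRNeasy EVs (17.1%) had no read in either cell library. The most abundant miRNA entry of PC3 cells was hsa-mir-1291 with 28.6% ± 0.765 (SD, n = 2) of the miRNA TPM. It lies on chromosome 12 of GRCh38 from 48654444 to 48654530, in an intron of KANSL2, where it overlaps the snoRNA SNORA2C (48654382 to 48654518), so reads of both RNAs may be counted there. In PC3, hsa-mir-1291 was lower in next-gen ATPS, UC and exoRNeasy EVs than in cells, with log2 fold changes of -3.95, -3.55 and -3.34 (standard error 0.36, limma adjusted p = 1.81e-05, 6.75e-05 and 6.88e-05). hsa-miR-182-5p was higher in all 3, by 2.52, 2.32 and 2.38 (standard error 0.33, limma adjusted p = 0.000566, 0.0014 and 0.000793), from a cell level of 9.71% ± 0.696 (SD, n = 2).

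hsa-miR-222-3p, from a cluster on chromosome X (MIR222 at 45747015 to 45747124, in an intron of MIR222HG), held 15.9% ± 0.188 (SD, n = 2) of the miRNA TPM of PC3 cells. It was lower in next-gen ATPS, UC and exoRNeasy EVs, with log2 fold changes of -1.93, -1.69 and -2.61 (standard error 0.39, limma adjusted p = 0.0107, 0.022 and 0.00142). The call with next-gen ATPS was lost without PC3 cell replicate 1 or 2 or PC3 next-gen ATPS replicate 2 (limma adjusted p = 0.0735, 0.0931 and 0.107), and that with UC without any 1 of the PC3 cell and UC libraries (limma adjusted p from 0.104 to 0.252). Of the 566 miRNA species tested in PC3, 5 were higher and 28 lower in next-gen ATPS EVs than in cells, 7 and 23 in UC EVs, and 7 and 30 in exoRNeasy EVs. The balance depended on the scaling. Quantile normalization gave 6 higher and 15 lower, 9 and 15, and 12 and 23, and centring on the miRNA species common to all libraries gave 5 and 1, 7 and 3, and 8 and 1. Without PC3 cell replicate 1 the miRNA counts were 3 and 2, 2 and 1, and 3 and 2, and without replicate 2 they were 3 and 2, 2 and 1, and 3 and 3. Without MDA-MB-231 cell replicate 1 they were 9 and 63, 14 and 45, and 19 and 70, and without replicate 2 9 and 61, 14 and 44, and 19 and 70. The next-gen ATPS counts were 6 and 8 and 4 and 6 without PC3 next-gen ATPS replicate 1 and 2, and the UC counts 3 and 14 without PC3 UC replicate 1.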

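In PC3, UC EVs held 270 of the 569 miRNA species of the donor cells, next-gen ATPS EVs 194 and exoRNeasy EVs 189. These were 47.5% (40.6 to 54.5% over the 4 pairs of single libraries), 34.1% (28.0 to 38.3%) and 33.2% (26.6 to 37.5%) of the cell species. The species shared with cells were the abundant ones. They held 99.0% ± 0.0194 (SD, n = 2) of the miRNA TPM of UC EVs, 98.7% ± 0.150 of next-gen ATPS EVs and 98.1% ± 0.365 of exoRNeasy EVs. The hairpin entry hsa-mir-21 is counted apart from hsa-miR-21-5p of the same gene. Over both lines it was among the 5 most abundant miRNA entries in EVs of each method. The values that follow are of hsa-miR-21-5p alone and leave out reads of that hairpin entry. hsa-miR-21-5p, a miRNA abundant in many tumours, held 0.795% ± 0.0152 (SD, n = 2) of the miRNA TPM of PC3 cells, 0.841% ± 0.0300 in UC EVs, 0.777% ± 0.0260 in next-gen ATPS EVs and 1.83% ± 0.225 in exoRNeasy EVs. In PC3, its log2 fold changes against cells were 0.08, -0.03 and 1.20 (standard error 0.43, limma adjusted p = 1, 1 and 0.108), none past the threshold. hsa-miR-361-3p, from an intron of CHM on chromosome X (85903636 to 85903707), was lower than in PC3 cells in exoRNeasy EVs (log2 fold change -3.23, standard error 0.84, limma adjusted p = 0.0318), a call lost without any 1 of the PC3 exoRNeasy, next-gen ATPS and cell libraries (limma adjusted p from 0.0567 to 0.336). In UC and next-gen ATPS EVs its fold changes against PC3 cells were 0.68 and 0.67 (limma adjusted p = 0.822 and 0.709).

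Over both lines the miRNA profiles of UC EV libraries correlated with those of cell libraries with a mean Spearman coefficient of 0.462 (SD 0.0327 over 8 pairs), those of next-gen ATPS EVs with 0.421 and those of exoRNeasy EVs with 0.333. These are correlations across species, which are not independent replicates. With libraries thinned to the same reads, a setting chosen after the data were seen, UC EVs held 58.5% of the cell species, next-gen ATPS EVs 57.2% and exoRNeasy EVs 61.99%.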

UC EVs had the closest representation of parental cell miRNA; miRNA from exoRNeasy and next‐gen ATPS EVs had a lower representation of cell miRNA (Figure 5E, top panel). 

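In PC3, 50164 of the 72164 circRNA species of the donor cells were also in UC EVs, 38988 in exoRNeasy EVs and 33468 in next-gen ATPS EVs. These were 69.5% (55.5 to 63.4% over the 4 pairs of single libraries), 54.0% (40.4 to 46.6%) and 46.4% (32.7 to 40.9%) of the cell circRNAs. Another 27563 circRNAs had reads in EVs of at least 1 method and in neither cell library. The circRNA hsa_circ_0077875 was lower than in cells over both lines by -9.46 on the log2 scale in next-gen ATPS EVs (standard error 0.31, limma adjusted p = 1.08e-09), by -8.56 in UC EVs and by -9.20 in exoRNeasy EVs. hsa_circ_0040322, 1 of 8 entries with a mean of 11.35% each of the EV circRNA TPM, was higher in next-gen ATPS EVs (log2 fold change 4.37, standard error 0.76, limma adjusted p = 0.000419) and in UC EVs (4.36, limma adjusted p = 0.00046), and hsa_circ_0017176 in exoRNeasy EVs (5.57, standard error 0.79, limma adjusted p = 9e-05). These 3 fold changes were 5.46, 5.44 and 6.73 without MDA-MB-231 cell replicate 2 and 3.29, 3.27 and 4.40 without replicate 1. The files give no coordinates or host genes for these identifiers.

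In EV libraries 8 circRNA entries held most of the circRNA reads, 92.5% ± 2.29 (SD, n = 4 libraries) with next-gen ATPS, 91.5% ± 2.65 with UC and 88.4% ± 4.76 with exoRNeasy. In cells they held 15.5% ± 27.0 (SD, n = 4), from 1.57% to 56.1%, the highest in MDA-MB-231 cell replicate 2. The 8 values of a library differed by at most 0.00237%. Of all circRNA entries, 61669 shared their reads in all 16 libraries with at least 1 other entry, so 67046 distinct read patterns remain and entries are not separate observations. With libraries thinned to the same reads, a setting chosen after the data were seen, UC EVs held 32.3% of the PC3 cell circRNAs, exoRNeasy EVs 24.4% and next-gen ATPS EVs 18.5%. The thinning matched total circRNA reads. In PC3 the 8 entries held 92.1% to 94.64% of these in EV libraries, and 1.635% and 1.571% in cell libraries. EV libraries thus kept fewer reads for all other circRNAs, so these shares are not at equal depth for them.

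**Figure D2:**
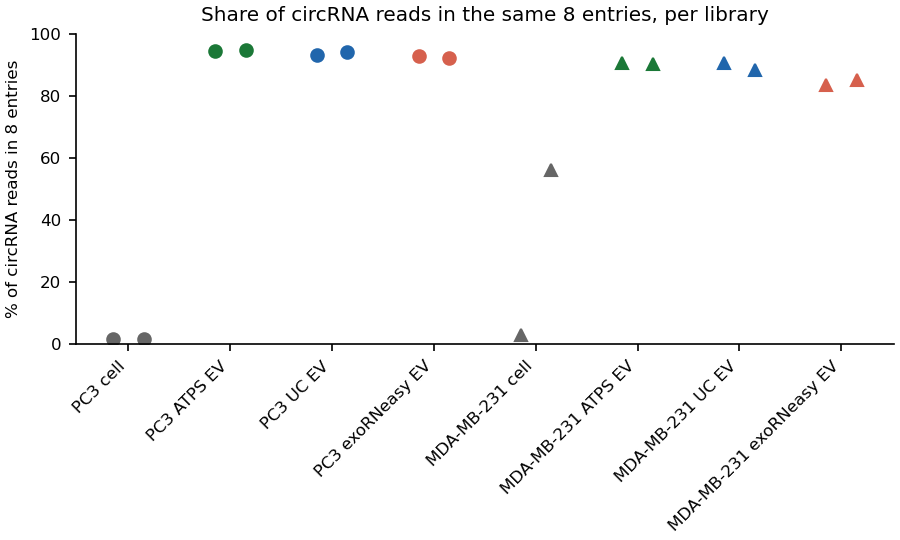
Percent of the circRNA reads of each library that fall in the 8 most abundant circRNA entries. Points are single libraries. EV libraries of the 3 methods lie above the cell libraries, of which MDA-MB-231 cell replicate 2 is the highest at 56.1%.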

The circRNA profile of UC, exoRNeasy and next‐gen ATPS EVs was partially representative of the cellular circRNA profile but there was a subset of circRNAs specific to EVs (Figure 5E, middle panel). This was most pronounced in the UC Venn diagram (left) and least pronounced in the next‐gen ATPS Venn diagram (right). 

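In PC3, 18317 circRNAs were found in UC EVs and not in cells, 14309 in exoRNeasy EVs and 9378 in next-gen ATPS EVs. Of all circRNAs of the EVs and cells together, these were 20.2%, 16.5% and 11.5%. As a share of the circRNAs of the EVs themselves they were 26.7%, 26.8% and 21.9%. Over both lines 567 circRNA entries were higher and 1664 lower in UC EVs than in cells among 2558 tested with limma, 435 and 1852 in exoRNeasy EVs, and 411 and 1830 in next-gen ATPS EVs. In PC3 alone the counts were 454 and 1688, 342 and 1792, and 329 and 1789.

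The direction of the circRNA counts depended on the scaling. Centred on the circRNAs common to all libraries, 1947 were higher and 452 lower in UC EVs, 2006 and 408 in exoRNeasy EVs, and 2021 and 427 in next-gen ATPS EVs. Quantile normalization gave 842 and 1294, 753 and 1306, and 830 and 1313. Without the 8 dominant circRNA entries, an alternative chosen after the data were seen, 4293 were higher and 1011 lower in UC EVs, 1955 and 1409 in exoRNeasy EVs, and 2208 and 1268 in next-gen ATPS EVs, of 6095 tested. The median log2 fold change of all tested circRNAs was -1.19 in exoRNeasy EVs and -1.20 in next-gen ATPS EVs and became 2.86 and 2.95 after centring.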

The snoRNA profiles were the smallest in number but all of the EV methods yielded a high representation of the parental cell snoRNA profile (Figure 5E, bottom panel).

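The PC3 cell libraries held 399 snoRNAs, of which 316 were in UC EVs, 284 in exoRNeasy EVs and 280 in next-gen ATPS EVs. These were 79.2% (74.2 to 81.02% over the 4 pairs of single libraries), 71.2% (65.6 to 70.1%) and 70.2% (64.3 to 69.0%) of the cell snoRNAs. Of the EV snoRNAs, only 3 in UC EVs, 3 in exoRNeasy EVs and 2 in next-gen ATPS EVs had no reads in the cells. SNORD49A, a C/D box snoRNA in SNHG29 on chromosome 17 (16440036 to 16440106 of GRCh38), held 15.2% ± 1.02 (SD, n = 2) of the snoRNA TPM of PC3 cells, 19.1% ± 0.456 in UC EVs, 17.9% ± 0.907 in exoRNeasy EVs and 19.1% ± 0.887 in next-gen ATPS EVs. SNORD2, in EIF4A2 on chromosome 3 (186784796 to 186784864), held 16.6% ± 0.275 in cells and 11.2% ± 0.361, 15.9% ± 1.07 and 13.3% ± 0.415 in the EVs of the 3 methods. Over both lines neither passed the test against cells. The log2 fold changes of SNORD49A were -0.16, -0.27 and -0.10 (standard error 0.20, limma adjusted p = 0.537, 0.319 and 0.754).

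The snoRNA profiles of EV and cell libraries correlated with mean Spearman coefficients of 0.853 for UC, 0.807 for exoRNeasy and 0.824 for next-gen ATPS, over both lines and across species, which are not replicates. With libraries thinned to the same reads, a setting chosen after the data were seen, 95.9%, 93.7% and 93.7% of the PC3 cell snoRNAs were detected in UC, exoRNeasy and next-gen ATPS EVs. At that depth 22.6%, 20.1% and 20.2% of the EV snoRNAs were absent from the cells.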

### 3.6 Efficient Recovery of Patient Plasma EVs With Next‐gen ATPS

To confirm the applicability of using ATPS to isolate EVs for liquid biopsy development, human plasma samples from prostate cancer patients were subjected to ATPS. Although a sharp interface, upper PEG‐rich phase and lower DEX‐rich phase were observed, a pellet appeared when using certain volumes of the ATPS (1.2‐ and 6.0‐mL scale formats) with human samples, as a reflection of the complex composition of human plasma compared to cell culture conditioned media (Figure 6A). This pellet was isolated separately and dissolved in PBS after removing the DEX‐rich phase. Subsequently, the re‐suspended pellet and DEX‐rich phase were immunostained with PE‐conjugated antibodies against CD63 and analysed using nFC to ascertain the partitioning of plasma EVs in 1.2‐, 6.0‐ and 12.0‐mL scale formats of ATPS. Figure 6C illustrates the partitioning of nearly all EVs (∼100%) in the pellet when using the 1.2‐mL scale format of ATPS. EVs start to transit from the pellet to the DEX‐rich phase when increasing the total volume of ATPS to 6.0‐mL (∼23% in DEX‐rich phase and ∼74% in pellet) and 12.0‐mL scales (∼66% in DEX‐rich phase and ∼15% in pellet, Figure 6C). These findings suggest the importance of combining the pellet and DEX‐rich phase to accurately isolate total EVs when employing the 1.2‐mL scale format of ATPS on human plasma samples. Nonetheless, the pellet is reduced or eliminated after treatment with dextranase (Figure 6B).

**FIGURE 6:**
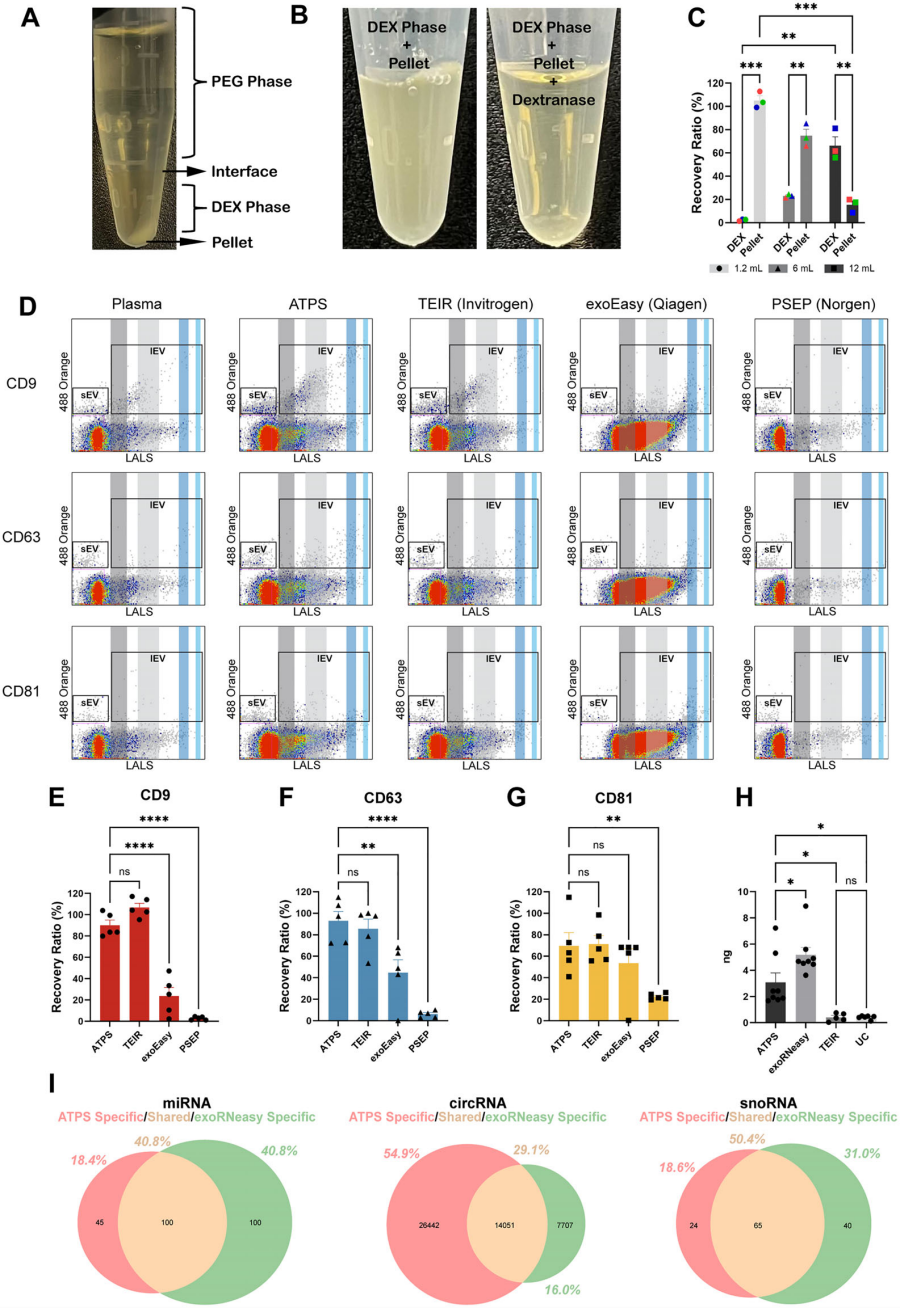
Comparison of EV isolation kit based on single event analysis with human prostate cancer plasma samples. (A) Appearance of a pellet in the DEX‐rich phase when using the 1.2‐mL version of ATPS. (B) Treatment of the DEX‐rich phase reduces pellet size. (C) Recovery ratios of EVs from both the DEX‐rich phase and the pellet when using 1.2‐, 6‐ and 12‐mL versions of the ATPS (*n* = 3). (D) Scatterplots showing single‐event analysis of isolated EVs from each isolation method using nFC. Isolation methods are shown across the left to right columns. Single event analysis for detection of CD9 (top row), CD63 (middle row) and CD81 (bottom row) +ve EVs. IEV, large‐size EVs (100–1400 nm). sEV, small EVs (<100 nm), dark grey area denotes LALS of 110‐nm calibration beads. Light grey area denotes LALS of 220‐nm calibration beads. Dark blue area denotes LALS of 800‐nm calibration beads. Light blue area denotes the LALS of 1400‐nm calibration beads. (E) Graph of EV concentration of CD9‐+ve EVs across all four EV isolation methods (*n* = 5). (F) Graph of EV concentration of CD63‐+ve EVs across all four EV isolation methods (*n* = 5). (G) Graph of EV concentration of CD81‐+ve EVs across all four EV isolation methods (*n* = 5). (H) Amount of small RNA from EVs isolated from the next‐gen ATPS method (*n* = 8), exoRNeasy kit (n = 8), total exosome isolation reagent (*n* = 5) and ultracentrifugation (*n* = 6). * denotes *p* < 0.01, Student's *t*‐test. (I) Transcriptomic profiles of miRNA (left panel), circular RNA (circRNA, middle panel) and small non‐coding RNA (snoRNA; right panel) present in EVs isolated via next‐gen ATPS versus exoRNeasy. The extent of transcriptomic overlap between the two methods is depicted in the beige intersection.

Multiple commercialized EV isolation kits are available on the market, such as the Invitrogen TEIR, the Qiagen exoEasy Kit and the Norgen Plasma/Serum Exosome Purification Kit (PSEP). Human plasma samples were isolated with ATPS combined with dextranase treatment and commercially available EV isolation kits following the manufacturer's protocol, to compare their EV enrichment and recovery capabilities. To enumerate EVs in human prostate cancer plasma samples isolated by next‐gen ATPS and commercially viable kits, antibodies against EV biomarkers, CD9, CD63 and CD81 were used to label EV subpopulations for nFC analysis (Figure 6D). Next‐gen ATPS and TEIR revealed enriched CD9, CD63 and CD81 subpopulations, with size distribution and fluorescence intensity of EVs similar to findings with the original plasma samples. Plasma EVs isolated by exoEasy revealed biased EV subpopulations with large size and low fluorescence intensity (low antibody binding). This finding indicates that EVs obtained through exoEasy may not be ideal for nFC analysis. PSEP revealed minimal EV subpopulations, and if any were observed, were smaller in size, potentially due to the membrane filtration step in the manufacturer's protocol.

Figure 6E–G compares the recovery efficiency of CD9‐, CD63‐ and CD81‐positive EVs isolated by next‐gen ATPS against other commercially available kits. Next‐gen ATPS exhibited greater EV recovery compared to the exoEasy and PSEP. TEIR showed similar EV recovery as next‐gen ATPS. However, the recovery of CD9‐positive EVs isolated by the TEIR exceeded 100%, suggesting a minor level of non‐specific EV‐antibody binding due to the polymer precipitation method used by this kit.

Plasma EVs isolated by next‐gen ATPS, TEIR and UC were then submitted to TRIzol RNA isolation. To compare with column‐based methods, which are broadly used for EV RNA isolation, Qiagen exoRNeasy kit was also evaluated. While the exoRNeasy kit revealed the highest RNA yield, next‐gen ATPS in combination with TRIzol RNA isolation showed significantly higher RNA yield compared to TEIR and UC followed by TRIzol RNA isolation (Figure 6H). Human plasma EV RNA isolated by next‐gen ATPS and exoRNeasy kit was further submitted for small RNA sequencing, following the same pipeline for cell culture–derived EV small RNA sequencing, to further validate the application of next‐gen ATPS for biomarker and liquid biopsy discovery. Consistent with Figure 5, miRNA, circRNA and snoRNA were also detected in EVs isolated by next‐gen ATPS and exoRNeasy kit from human plasma samples (Figure 6I). The exoRNeasy kit revealed more miRNA (1.4 times) compared to the next‐gen ATPS, with a high overlapping of all miRNA species detected (Figure 6I, left). 1.9 times more circRNA species were detected from next‐gen ATPS isolated plasma EVs, highlighting the potential application of this method for circRNA‐based biomarker discovery (Figure 6I, middle). Both methods revealed a similar snoRNA profile (Figure 6I, right), and the highly overlapped small RNA profile for all three RNA types demonstrates that the next‐gen ATPS can reveal representative small RNA profiles from human samples.

Protein samples from human plasma starting material and EV preps post one round and two rounds of next‐gen ATPS were immunoblotted, revealing CD9 (EV marker) and Apolipoprotein A1 (ApoA1, high‐density lipoprotein marker), which is commonly reported in EV preps as protein contamination from human samples (Figure S4A). Degree of protein contamination, as represented by the expression level of ApoA1, was quantified by densitometry using the ImageJ software and normalized against CD9. While one‐step next‐gen ATPS showed reduction of ApoA1, two rounds of next‐gen ATPS further purify EVs from lipoprotein contaminations, reaching a reduction of 75%–90% (Figure S4B).

## 4 Discussion

We describe a next‐generation version of ATPS for the isolation of EVs from both *in vitro* cell culture media and human plasma samples. We compared this method against commercially available EV isolation kits and found that it was either comparable or superior in terms of EV yield and RNA yield. Isolated EVs by next‐gen ATPS were demonstrated to have increased uptake by recipient cells *in vitro* relative to those isolated by UC. 

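In PC3, next-gen ATPS and exoRNeasy EVs shared 145 miRNA species, 58.9% of the next-gen ATPS set (53.0 to 58.0% over the 4 pairs of single libraries) and 63.6% of the exoRNeasy set (55.7 to 63.6%). They shared 29154 circRNAs, 68.0% (57.4 to 58.4%) and 54.7% (42.8 to 45.2%) of the sets. The shared miRNAs held 97.9% ± 0.111 (SD, n = 2) of the next-gen ATPS miRNA TPM and 97.5% ± 0.142 of the exoRNeasy miRNA TPM. Over both lines 6 miRNA species were higher and 10 lower in next-gen ATPS EVs than in exoRNeasy EVs. hsa-miR-361-3p was higher with next-gen ATPS (log2 fold change 3.05, standard error 0.59, limma adjusted p = 0.0145), at 2.20% of the miRNA TPM against 0.174% (n = 4). This call was lost without MDA-MB-231 next-gen ATPS replicate 2, MDA-MB-231 exoRNeasy replicate 1 or either PC3 next-gen ATPS library (limma adjusted p from 0.0525 to 0.0819). hsa-miR-425-5p, from an intron of DALRD3 on chromosome 3 (49020148 to 49020234 of GRCh38), was lower, at 1.40% against 5.18% (log2 fold change -1.88, standard error 0.24, limma adjusted p = 0.00111). The call of hsa-miR-425-5p was made in 24 of 28 settings. hsa-mir-7641-2 was higher by 1.23 (standard error 0.22, limma adjusted p = 0.0118) and hsa-miR-222-3p by 1.13 (standard error 0.28, limma adjusted p = 0.0456). The call of hsa-mir-7641-2 was made in 20 of 27 settings and that of hsa-miR-222-3p in 8 of 28, with an adjusted p of up to 0.846. hsa-mir-561 had 17 reads with exoRNeasy and 0 with next-gen ATPS, at least 10.5-fold lower against a floor of 3 reads over the group (6.55-fold without MDA-MB-231 next-gen ATPS replicate 1 and 16.1-fold without MDA-MB-231 exoRNeasy replicate 1). hsa-miR-152-3p had 15 reads with next-gen ATPS and 0 with exoRNeasy, at least 2.71-fold higher (1.38-fold without PC3 next-gen ATPS replicate 1 and 1.65-fold without MDA-MB-231 exoRNeasy replicate 1).

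Centring on the common miRNA species gave 3 higher and 3 lower and quantile normalization 5 and 7, and without either MDA-MB-231 cell library there were 18 and 21. The miRNA counts were 3 and 3 without either PC3 cell library, 0 and 2 and 1 and 3 without PC3 next-gen ATPS replicate 1 and 2, 2 and 3 and 1 and 3 without MDA-MB-231 exoRNeasy replicate 1 and 2, and 2 and 6 without MDA-MB-231 next-gen ATPS replicate 2. For circRNA the test called 51 higher and 127 lower, with 76 and 61 after centring and 172 and 181 after quantile normalization. The circRNA counts were 34 and 80 without PC3 exoRNeasy replicate 2, and 133 and 284 and 135 and 290 without MDA-MB-231 cell replicate 1 and 2.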

Most importantly, the miRNA/circRNA/snoRNA transcriptome profile of EVs isolated by next‐gen ATPS shared high overlap with other methods such as the Qiagen exoRNAeasy kit. Lastly, the miRNA/circRNA/snoRNA transcriptome profiles for all EV‐isolation methods shared strong overlap with parental cell profiles, thus validating the small RNA extracted from EVs.

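Over both lines hsa-mir-1291 was lower than in the donor cells in next-gen ATPS, UC and exoRNeasy EVs (log2 fold changes -3.18, -3.18 and -2.72, standard error 0.25, limma adjusted p = 1.18e-06, 1.21e-06 and 8.18e-06). Of 4 tested members of the miR-221 and miR-222 cluster, 2 were lower and 0 higher with each method, calls that centring on common species removed with next-gen ATPS and UC. hsa-miR-222-3p fell from 19.2% of the miRNA TPM in cells to 5.82% in next-gen ATPS EVs, 8.25% in UC EVs and 2.49% in exoRNeasy EVs (n = 4), with log2 fold changes of -1.81, -1.34 and -2.94 (standard error 0.28, limma adjusted p = 0.00109, 0.0161 and 8.18e-06). The call with UC was lost without PC3 UC replicate 1 or 2 or MDA-MB-231 UC replicate 1 (limma adjusted p = 0.0634, 0.0647 and 0.073). hsa-miR-221-5p was lower by -3.69, -3.01 and -2.69 (standard error 0.49, limma adjusted p = 0.000305, 0.0027 and 0.00378). After centring 1 member was lower with exoRNeasy, and the cluster medians of -1.34, -1.13 and -1.74 became 0.07, -0.30 and -0.32. Quantile normalization left 2 members lower with each method, with medians of -1.01, -1.04 and -1.74. The camera test gave the cluster an adjusted p of 0.0879, 0.0248 and 0.331, and adjusted p = 0.214, 0.15 and 0.514 with an estimated correlation. Adjusted over the list alone, 2 were lower with each method and 1 was higher with exoRNeasy. Of 3 tested members of the cluster of miR-183, miR-96 and miR-182, 1 was higher with each method, hsa-miR-182-5p (log2 fold changes 1.29, 1.39 and 1.90, standard error 0.24, limma adjusted p = 0.00482, 0.00333 and 0.000117). In MDA-MB-231 alone its fold changes were 0.07, 0.47 and 1.42 (standard error 0.33, limma adjusted p = 1, 0.582 and 0.0214). Adjusted over the list alone, 2, 1 and 1 were higher, and camera gave the cluster an adjusted p of 0.0879, 0.654 and 0.0726 (adjusted p = 0.214, 0.825 and 0.262 with an estimated correlation).

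hsa-miR-27a-5p had 8 reads summed over the 4 cell libraries, which differ in depth, and 323, 119 and 541 reads with next-gen ATPS, UC and exoRNeasy (log2 fold changes 9.71, 6.50 and 11.24, standard error 0.91, limma adjusted p = 7.41e-06, 0.00081 and 2.39e-06). The fold changes of hsa-miR-27a-5p were 8.57, 5.36 and 10.10 without MDA-MB-231 cell replicate 2 and 10.84, 7.64 and 12.37 without replicate 1. hsa-miR-663b had 0 reads in cells and was at least 615-fold, 146-fold and 1330-fold higher, against a floor of 3 reads over the cell libraries. Without PC3 cell replicate 2, which holds 97408 of their 176353 miRNA reads, these bounds on hsa-miR-663b were 275-fold, 65.3-fold and 596-fold. hsa-miR-210-3p, induced by hypoxia, did not pass the test (log2 fold changes -0.47, -0.31 and -3.05, standard error 1.74, limma adjusted p = 0.917, 0.988 and 0.285). In all, 9 miRNA species were higher and 14 lower in next-gen ATPS EVs than in cells, 7 and 7 in UC EVs, and 23 and 25 in exoRNeasy EVs. Quantile normalization gave 11 and 26, 13 and 43, and 37 and 38, and centring gave 13 and 3, 19 and 2, and 38 and 6. Without MDA-MB-231 cell replicate 1 the miRNA counts were 44 and 46, 56 and 37, and 57 and 53. Leaving out PC3 cell replicate 1 gave 5 and 5, 4 and 4, and 8 and 9, and replicate 2 gave 5 and 5, 4 and 4, and 7 and 8. The miRNA calls of next-gen ATPS numbered 40 without PC3 UC replicate 1, 36 without MDA-MB-231 UC replicate 2, and 14 and 15 without PC3 next-gen ATPS replicate 1 and 2. Those of UC numbered 22 to 38 without any 1 of the next-gen ATPS and PC3 exoRNeasy libraries, and those of exoRNeasy 76 without MDA-MB-231 UC replicate 2 and 19 and 17 without MDA-MB-231 exoRNeasy replicate 1 and 2. With MDA-MB-231 cell replicate 2 left out the miRNA counts were 16 and 88, 23 and 59, and 34 and 113, and 2, 1 and 1 members of the cluster of miR-183, miR-96 and miR-182 were higher. The median log2 fold change of all tested miRNA species was -0.68, 0.29 and -1.14, and 0.73, 1.12 and 0.28 after centring.

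**Figure D3:**
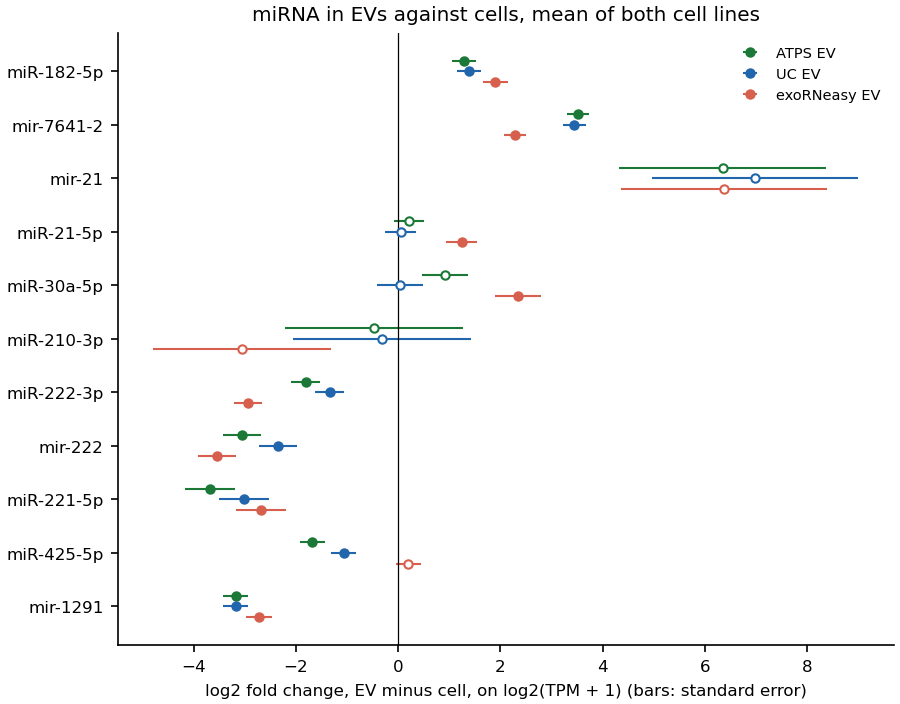
log2 fold changes of named miRNA entries in EVs of each method against donor cells over both lines, with standard errors, from limma on log2(TPM + 1). Filled points have an adjusted p under 0.05 and open points do not. After centring on common species the calls of hsa-miR-222-3p with next-gen ATPS and UC are lost.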

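Of 357 tested snoRNAs, 108 were higher and 8 lower in next-gen ATPS EVs than in cells, 154 and 22 in UC EVs, and 110 and 17 in exoRNeasy EVs. SNORA66, an H/ACA box snoRNA in an intron of RPL5 on chromosome 1 (92840719 to 92840851), rose from 31.3 ± 29.2 TPM (SD, n = 4) in cells to 3504 ± 3171, 3693 ± 756 and 4184 ± 278 TPM (log2 fold changes 7.33, 7.95 and 8.16, standard error 0.57, limma adjusted p = 1.88e-07, 7.47e-08 and 6.13e-08). These fold changes were 6.37, 6.99 and 7.20 without MDA-MB-231 cell replicate 2 and 8.29, 8.91 and 9.12 without replicate 1. SNORD3E, a copy of U3 that may share reads with the other U3 genes, was higher by 9.10, 7.90 and 9.78 (standard error 0.45, limma adjusted p = 1.52e-09, 7.36e-09 and 5.73e-10). Of 133 H/ACA box snoRNAs, which guide pseudouridylation, 45, 73 and 47 were higher and 0 lower. Of 212 C/D box snoRNAs, which guide 2'-O-methylation, 58, 74 and 58 were higher and 8, 22 and 16 lower. Of 28 SNORD115 and SNORD116 members 20 were higher with each method, and of 14 pre-rRNA cleavage snoRNAs 10, 11 and 8 were. The difference of 20, 13 and 20 of these SNORD115 and SNORD116 members from cells was lower in PC3 than in MDA-MB-231 (limma interaction term), and in PC3 the summed SNORD116 TPM was below that of cells with next-gen ATPS and exoRNeasy. SNORD115 had 0 reads in every EV library, and reads carried over between libraries sequenced together were not tested for SNORD116. Of 20 SNORD113 and SNORD114 members of the 14q32 locus, 1 was higher and 1 lower with exoRNeasy and none passed the test with the other methods. All 3 tested scaRNAs, which act in Cajal bodies, were higher. Adjusted over the list alone, 45, 74 and 47 H/ACA snoRNAs were higher, 58, 73 and 57 C/D snoRNAs were higher and 7, 22 and 14 lower, and 10, 12 and 8 pre-rRNA cleavage snoRNAs were higher. limma's camera test called the H/ACA list higher (adjusted p = 0.00386, 0.000586 and 0.00788) and the C/D list lower relative to the other snoRNAs (0.00223, 0.000488 and 0.00788), although the C/D medians were positive (0.16, 0.71 and 0.17). With an estimated correlation neither call held (adjusted p = 0.395, 0.295 and 0.447 for H/ACA, and adjusted p = 0.276, 0.156 and 0.301 for C/D). The camera test of limma also called SNORD115 and SNORD116 higher (adjusted p = 0.00929, 0.0106 and 0.00788), the pre-rRNA cleavage list higher (0.00192, 0.00761 and 0.00788) and SNORD113 and SNORD114 lower (0.000251, 0.00131 and 0.00788). With an estimated correlation only SNORD113 and SNORD114 with next-gen ATPS held (adjusted p = 0.032, and 0.0832 and 0.119 with UC and exoRNeasy), while SNORD115 and SNORD116 gave adjusted p = 0.328, 0.295 and 0.313 and the pre-rRNA cleavage list adjusted p = 0.276, 0.284 and 0.301. For the scaRNAs camera gave an adjusted p of 0.115, 0.109 and 0.148.

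The snoRNA directions depended on the scaling. Quantile normalization turned the overall counts to 55 higher and 71 lower, 61 and 70, and 55 and 73, and turned the C/D medians to -0.50, -0.54 and -0.57. Centring gave 79 and 72, 108 and 69, and 80 and 72. The H/ACA medians of 1.81, 2.97 and 1.57 became -0.15, 0.30 and -0.08 after quantile normalization and 1.04, 2.11 and 0.96 after centring. Of the C/D snoRNAs 25, 29 and 23 were higher and 61, 61 and 63 lower after quantile normalization, and 35, 49 and 37 higher and 67, 65 and 63 lower after centring. Of the H/ACA snoRNAs 28, 29 and 30 were higher and 7, 7 and 6 lower, and 40, 53 and 40 higher and 4, 3 and 6 lower. The SNORD115 and SNORD116 medians of 2.22, 2.41 and 2.07 and the pre-rRNA cleavage medians of 2.91, 2.68 and 1.88 stayed above 0 under both scalings, but quantile normalization left 5, 4 and 5 SNORD115 and SNORD116 members higher and 2, 0 and 0 lower, and 6, 6 and 6 pre-rRNA cleavage members higher and 2, 2 and 3 lower. Centring left 13, 15 and 14 higher and 1, 0 and 0 lower, and 9, 9 and 7 higher and 0, 1 and 1 lower. Of the SNORD113 and SNORD114 members 11, 8 and 7 were lower and 0 higher after quantile normalization, and 4, 2 and 2 lower and 0 higher after centring. Of the scaRNAs 1, 2 and 1 were higher after quantile normalization and 2, 3 and 2 after centring. The median log2 fold change of all tested snoRNAs was 0.69, 1.48 and 0.54, and -0.34, -0.24 and -0.40 after quantile normalization. Without MDA-MB-231 cell replicate 2, 101 snoRNAs were higher and 6 lower, 136 and 18, and 94 and 8, 2, 3 and 2 scaRNAs were higher, and both SNORD113 and SNORD114 calls with exoRNeasy were lost.

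**Figure D4:**
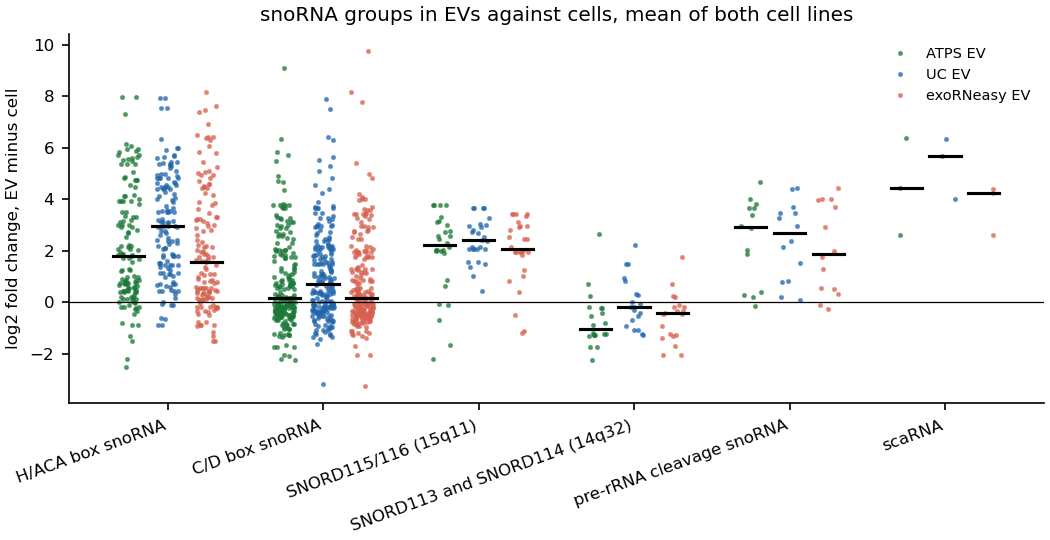
log2 fold changes of snoRNAs in EVs of each method against donor cells over both lines, by list. Points are list members and black bars their medians. The C/D medians are above 0 on this scale and fall below 0 with quantile normalization or centring.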

EV isolation methods have been extensively described by Kang et al. (2017), and ATPS is amongst the possible techniques available to users. There are three main advantages of current ATPS protocols for the isolation of EVs. The first is the use of minimal centrifugal force to pellet or isolate EVs, allowing users to use common benchtop centrifuges. Second, ATPS requires minimal use of plastics and uses affordable reagents to perform EV isolation. Third, ATPS requires significantly lower amounts of time relative to most kits and UC. Overall, these are important qualities that are required by users with high‐throughput EV isolation needs. The major disadvantage of current ATPS methods is that downstream use of these isolated EVs is hampered by the presence of DEX.

Here, our solution is to hydrolyse DEX by adding a small amount of dextranase. Within 10–15 mins, the majority of DEX is degraded and this enables standard RNA extraction techniques to be used such as TRIzol, a low‐cost reagent. The miRNA, circRNA and snoRNA profile of RNA extracted from EVs demonstrated that next‐gen ATPS leads to a similar transcriptomic EV profile as other methods. 

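Next-gen ATPS and UC EV libraries of the same line had a mean Spearman coefficient of 0.936 (SD 0.0173, 8 pairs of libraries) for snoRNA, 0.520 (SD 0.0374) for miRNA and 0.262 (SD 0.103) for circRNA. Next-gen ATPS and exoRNeasy EVs had 0.911, 0.339 and 0.145. Replicates of the same method had 0.945, 0.492 and 0.271 (6 pairs), with SDs of 0.0169, 0.0942 and 0.165. By this coefficient over all species, next-gen ATPS and UC EVs were within the SD of the replicate pairs in each class, and next-gen ATPS and exoRNeasy EVs were below the replicate mean by more than its SD in miRNA and snoRNA. These coefficients are across species, which are not replicates. Over species with reads in both libraries the miRNA values were 0.770 for next-gen ATPS and UC, 0.720 for next-gen ATPS and exoRNeasy and 0.775 for replicates, the circRNA values were 0.575, 0.573 and 0.631 (SD 0.0417) and the snoRNA values 0.932, 0.917 and 0.953 (SD 0.0144). There next-gen ATPS and UC EVs were below the replicates by more than the SD for circRNA and snoRNA, and likewise for circRNA by Pearson's coefficient over all species (0.953 against 0.989, SD 0.0089).

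From the miRNA, circRNA and snoRNA profiles of EV RNA, the paper concludes that next-gen ATPS gives an EV profile similar to that of the other methods. It also takes the overlap with the donor cell profiles as evidence for the small RNA extracted from EVs and for the utility of the method.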

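In MDA-MB-231, EVs isolated with UC held 73.3% of the 375 miRNA species of the donor cells, next-gen ATPS EVs 55.7% and exoRNeasy EVs 45.9%. For circRNA these shares of the 45809 cell species were 90.6%, 76.9% and 74.6%, and for the 305 snoRNAs 97.0%, 92.5% and 91.8%. EVs of this line also held species without reads in the cells, 277 miRNAs, 61862 circRNAs and 59 snoRNAs with at least 1 method. The miRNAs shared with cells held 98.8% ± 0.0950 (SD, n = 2) of the miRNA TPM of UC EVs, 96.6% ± 0.389 of next-gen ATPS EVs and 91.7% ± 0.485 of exoRNeasy EVs. hsa-miR-30a-5p, from an intron of LINC00472 on chromosome 6 (71403551 to 71403621 of GRCh38), held 5.07% ± 3.47 (SD, n = 2) of the miRNA TPM of MDA-MB-231 cells and 6.96% ± 1.07, 6.52% ± 3.27 and 15.4% ± 1.28 of that of next-gen ATPS, UC and exoRNeasy EVs. The cell sets rest mostly on replicate 1, since replicate 2 had only 153 miRNA, 260466 circRNA and 16635 snoRNA reads. The shares of cell species are therefore not comparable with those of PC3.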

RNA from EVs represented the majority of the parental cell transcriptome, further validating the utility of the next‐gen ATPS method. It was not expected that the transcriptome of EVs isolated by next‐gen ATPS would eclipse or exceed that of EVs isolated by UC but at least it was equivalent or superior to the transcriptome of EVs isolated by other methods such as the Qiagen exoRNeasy kit. Moreover, the amount of RNA isolated is high, allowing users to proceed with confidence in downstream processes.

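UC EVs had more circRNA species than next-gen ATPS EVs by 22507 (pooled SD 3261) and more than exoRNeasy EVs by 19217 (pooled SD 7301), averaged over both lines (exact permutation p = 0.0556 for each, two-sided). With libraries thinned to equal total circRNA reads and MDA-MB-231 cell replicate 2 left out, these differences were 10895 and 7387. That setting was chosen after the data were seen. Next-gen ATPS EVs had 28490.5 ± 1257 circRNA species (SD, n = 2) in PC3 and exoRNeasy EVs 37353 ± 89.1. In MDA-MB-231 the numbers were 51248 ± 6306 and 48965.5 ± 14560. The mean difference of -3290 (pooled SD 7958) gave an exact permutation p = 0.556. Its direction rested on single libraries, with 1858 and -8438 without MDA-MB-231 exoRNeasy replicate 1 and 2. For snoRNA, next-gen ATPS EVs had 258 ± 4.24 species in PC3 and 289 ± 26.9 in MDA-MB-231, and exoRNeasy EVs had 264.5 ± 3.54 and 282.5 ± 46.0, a mean difference of 0 (pooled SD 26.8, exact permutation p = 1). UC EVs had 35 more snoRNAs than either (pooled SD 15.9 and 24.5, exact permutation p = 0.111 for both). The difference from exoRNeasy EVs was 51.25 and 18.75 without MDA-MB-231 exoRNeasy replicate 1 and 2. Next-gen ATPS minus exoRNeasy EVs then gave 16.25 and -16.25 snoRNAs in place of 0. At equal snoRNA reads, with MDA-MB-231 cell replicate 2 left out, the differences from next-gen ATPS and exoRNeasy EVs were 11.4 and 13.1.

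Between UC and exoRNeasy EVs, 29 miRNA species were higher and 15 lower with UC over both lines by limma. The counts moved with single libraries. They were 0 and 1 without MDA-MB-231 exoRNeasy replicate 1, 1 and 1 without replicate 2, 2 and 3 without either PC3 cell library, 7 and 12 without PC3 UC replicate 1, 4 and 10 without MDA-MB-231 UC replicate 2, and 59 and 22 without either MDA-MB-231 cell library. hsa-miR-222-3p was higher with UC (log2 fold change 1.60, limma adjusted p = 0.0137), and hsa-miR-30a-5p and hsa-miR-21-5p were lower (-2.30 and -1.19, limma adjusted p = 0.0137 and 0.0315). The calls of hsa-miR-222-3p and hsa-miR-30a-5p were lost without MDA-MB-231 exoRNeasy replicate 1 (limma adjusted p = 0.0708), that of hsa-miR-30a-5p also without replicate 2 (0.0882), and that of hsa-miR-21-5p without PC3 UC replicate 1, MDA-MB-231 UC replicate 2 or any 1 of the MDA-MB-231 exoRNeasy and PC3 cell libraries (limma adjusted p from 0.0521 to 0.124). hsa-miR-25-3p, a member of a cluster related to miR-17~92, had 30 reads with UC and 0 with exoRNeasy, at least 1.56-fold higher against a floor of 3 reads. Without MDA-MB-231 exoRNeasy replicate 1 the floor gives 0.95 and so no bound, and the limma call of hsa-miR-25-3p was made in 19 of 28 settings. Centring turned the miRNA counts to 5 higher and 16 lower and quantile normalization to 20 and 17, while the median log2 fold change of 1.32 moved to 0.73 and 0.20. Among snoRNAs 36 were higher and 13 lower with UC, 17 and 19 after centring, and 26 and 19 after quantile normalization. The snoRNA calls numbered 12 without PC3 UC replicate 1 and 21 to 32 without PC3 UC replicate 2, either PC3 exoRNeasy or cell library, or replicate 2 of MDA-MB-231 UC or exoRNeasy.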

The next‐gen ATPS is also effective in isolating human plasma EVs and their RNA cargo and the results were equivalent or superior to commercially available EV isolation kits. While the RNA yields with the Qiagen exoEasy are high, these isolated EVs are not usable for other analyses such as flow cytometry. The TEIR (Invitrogen) is equivalent to the next‐gen ATPS method in terms of yield but EVs larger than 600 nm in diameter are less abundant compared to the next‐gen ATPS method. This suggests that the precipitation reaction that occurs when using the TEIR kit is inefficient in isolating the larger EVs. There is also a precipitation reaction that occurs with the next‐gen ATPS but in our protocol, the DEX phase and the pellet are both processed. Concerns about the pellet are minimized when the amount of ATPS polymers used exceed the initial volume of plasma being isolated. However, using an excessive amount of ATPS polymer will also decrease the concentration of isolated EVs. Therefore, a right balance of the ATPS polymer to the patient plasma sample must be found.

To our knowledge, the profiling of circRNAs within EVs and their profiling across different isolation kits and referencing this profile to the circRNA of the parental cell has not been performed before. CircRNAs are emerging as an important biomarker class and their presence within EVs isolated by next‐gen ATPS means that users can look forward to developing liquid biopsies with basic reagents such as TRIzol. snoRNAs were also observed in EVs isolated by the next‐gen ATPS method and with good overlap in snoRNAs isolated via UC and the exoRNAeasy kit.

There are several publications that describe the use of ATPS (Kim et al. 2015; Shin et al. 2018) for EV isolation and these are successful in isolating RNA from these EVs. Unfortunately, we were unable to reproduce these findings because of the DEX‐alcohol precipitates caused by the TRIzol reagent. It is not clear to us how the co‐precipitates were resolved by these investigators which forced us to use dextranase to hydrolyse the DEX. This improvement was essential in preventing precipitation and enabled us to achieve the expected RNA yields. This improvement was further corroborated by the transcriptomic analyses shown in Figure 5 whereby EVs isolated by the next‐gen ATPS method nearly eclipsed the transcriptome of UC‐isolated EVs. 

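Between next-gen ATPS and UC EVs no miRNA and no snoRNA passed the test over both lines. limma called 0 of 566 miRNA species (50 at an unadjusted p under 0.05), edgeR on the recovered reads 1 higher and 1 lower, and DESeq2 1 higher and 19 lower. Of 357 snoRNAs limma called 0 (52 at an unadjusted p under 0.05), edgeR 2 higher and 14 lower, and DESeq2 0. hsa-miR-182-5p and SNORD49A had log2 fold changes of -0.10 (standard error 0.24, limma adjusted p = 1) and 0.06 (standard error 0.20, limma adjusted p = 0.942). Without MDA-MB-231 cell replicate 2 limma called 3 miRNA species higher and 18 lower and again 0 snoRNAs, and without replicate 1 it called 3 and 24 miRNA species. It called 1 to 4 miRNA species without either PC3 UC or PC3 exoRNeasy library, MDA-MB-231 next-gen ATPS replicate 2 or MDA-MB-231 UC replicate 1, and 1 snoRNA without PC3 UC replicate 2. In simulated libraries of this comparison limma recovered 2 of 50 miRNA species changed 16-fold, so a count of 0 for miRNA does not show that the methods give the same levels. Of simulated snoRNAs it recovered 21, 23, 31 and 41 of 50 changed 2-fold, 4-fold, 8-fold and 16-fold. Of its 227 snoRNA calls 111 had unchanged reads and a changed share. The count of 0 for snoRNA thus does not show equal levels either.

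Among 2558 circRNAs, 11 were higher and 463 lower in next-gen ATPS EVs. hsa_circ_0052658 was higher, at 59.3 ± 13.2 TPM (SD, n = 4) against 15.5 ± 9.33 TPM in UC EVs (log2 fold change 2.03, standard error 0.42, limma adjusted p = 0.00862), and hsa_circ_0091356 was lower (-2.93, standard error 0.30, limma adjusted p = 0.000164). Quantile normalization gave 282 circRNAs higher and 206 lower and centring 1008 and 111, with the median of all circRNAs moving from -0.19 to -0.02 and 0.60. The circRNA counts were 17 and 1256 without MDA-MB-231 cell replicate 1 and 18 and 1303 without replicate 2. They were 9 and 229 and 9 and 280 without PC3 UC replicate 1 and 2, 9 and 209 without MDA-MB-231 UC replicate 1, 9 and 273 and 10 and 240 without PC3 next-gen ATPS replicate 1 and 2, and 9 and 231 without MDA-MB-231 next-gen ATPS replicate 2.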

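In PC3, the miRNA species that next-gen ATPS EVs shared with the donor cells held 97.8% ± 0.0583 (SD, n = 2) of the miRNA TPM of the cells, against 99.3% ± 0.0427 for UC EVs and 97.7% ± 0.0344 for exoRNeasy EVs. For circRNA, the species in next-gen ATPS EVs held 99.8% ± 0.00895 of the cell circRNA TPM. In MDA-MB-231 cells the miRNAs also found in next-gen ATPS EVs held 99.4% ± 0.899 (SD, n = 2) of the miRNA TPM. hsa-mir-222, the hairpin entry of the miR-221 and miR-222 cluster, held 4.92% ± 0.433 (SD, n = 2) of the miRNA TPM of PC3 cells and 0.408% ± 0.239 of that of next-gen ATPS EVs (log2 fold change -3.73, standard error 0.53, limma adjusted p = 0.000717 in PC3, and -4.36 and -3.09 without next-gen ATPS replicate 1 and 2). The cell species without reads in next-gen ATPS EVs held the remainder of the TPM.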

Another corroboration is that nearly half of the parental cell transcriptome was observed in next‐gen ATPS‐isolated EVs.

The impact of DEX was a concern for not only RNA isolation but also for immunolabeling with antibodies. It is unclear why DEX increases antibody binding to EVs but it is necessary to remove or degrade the DEX in order to perform immunolabeling experiments that use flow cytometry. This is not an issue for other techniques such as Western immunoblotting that separate the DEX from the proteins related to EVs. The use of dextranase was effective in reducing non‐specific binding caused by DEX and revealed that the next‐gen ATPS method provided the same type of EV subpopulation (CD9, CD61 and CD81) yields as expected when compared to the starting material. This is a key advantage because EVs isolated by the exoRNAeasy kit are exposed to various chemicals that alter the proteins in EVs, rendering them unusable for immunolabelling and hence flow cytometry analysis.

The presence of the 500‐kDa MW DEX led to an increased number of cells that endocytosed EVs from ∼60% to ∼80% of all cells. We are unaware of any reports demonstrating this increased uptake effect but this could be beneficial for users that are experiencing difficulties in attaining higher uptake rates across their cells of interest. If this is not required by the user, the use of dextranase to hydrolyse the DEX does restore uptake rates similar to EV isolated by conventional methods such as UC.

Plasma samples are a common biofluid that contain EVs, and various methods are known to have some inefficiencies when recovering biomarkers like small RNAs. The next‐gen ATPS when combined with TRIzol was adequate in isolating small RNA from prostate cancer patient plasma but when using the exoRNAeasy kit, higher yields were observed. This means that users who value both immunolabeling and RNA yield can consider the next‐gen ATPS method alongside the exoRNAeasy kit. However, if large amounts of plasma are available, then using the next‐gen ATPS kit and TRIzol may be just as effective and at the same time, achieved at a lower cost. One final advantage of the next‐gen ATPS method is that no additional equipment is needed for the isolation of EVs. In contrast, significant startup costs related to size exclusion‐based methods are needed for the isolation of EVs and columns for EV isolation may also augment the cost needed for EV isolation. Furthermore, the volume configurations for the next‐gen ATPS method can be scaled up in a straightforward and linear manner, which makes EV isolation for nanomedicine applications economical and fast. Overall, we present next‐gen ATPS as a solution that meets the needs of investigators who require a gentle and timely means of isolating EVs from cell culture media and plasma samples at a low cost. Next‐gen ATPS has wide‐ranging applications in other biofluids and samples, thus significantly de‐risking those investigations due to the low cost and ease of use. Finally, next‐gen ATPS is also a promising means of improving the robustness and reproducibility of biomarker‐based studies because it overcomes the variability of EV yield in UC. The small RNA transcriptomics data revealed the equivalence or superiority of the next‐gen ATPS method relative to other EV isolation techniques widely available. These are important findings that should factor into any practical implications when isolating EVs for downstream analyses.

## Author Contributions

Experimental design and investigation: Boyang Su, Morteza Jeyhani, Gobi Thillainadesan, Thamara Dayarathna, Scott S. H. Tsai and Hon S. Leong. Execution of experiments: Boyang Su, Morteza Jeyhani, Reese Wunsche, Minzhi Sheng, Hanyi Weng and Kristin Cimolai. Resources: Stanley K. Liu and Katarzyna J. Jerzak. Data analysis and interpretation: Boyang Su, Morteza Jeyhani, Gobi Thillainadesan, Thamara Dayarathna, Scott S. H. Tsai and Hon S. Leong. Preparation of manuscript and editing: Boyang Su, Morteza Jeyhani, Gobi Thillainadesan, Reese Wunsche, Thamara Dayarathna, Stanley K. Liu, Scott S. H. Tsai and Hon S. Leong.

## Conflicts of Interest

B.S., M.J., S.S.H.T. and H.S.L. are named co‐inventors on a provisional patent for the next‐gen ATPS method which has been assigned to their respective institutions (Toronto Metropolitan University and Sunnybrook Research Institute).

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. Small RNA sequencing data are openly available in NCBI GEO (Accession ID: GSE269052) at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE269052 (Token: yhqzoeqwpxctrsf).

# Supplementary material for: Next Generation Aqueous Two‐Phase System for Gentle, Effective, and Timely Extracellular Vesicle Isolation and Transcriptomic Analysis
**Source:** J Extracell Vesicles. 2025 Mar 19;14(3):e70058. doi: 10.1002/jev2.70058
**Supplement:** Supplementary file 1 — Supporting Information

**Supplementary Table 1: Primers used in this study.**

| GAPDH_QPCR_F | ATGGGGAAGGTGAAGGTCG |
| --- | --- |
| GAPDH_QPCR_R | GGGGTCATTGATGGCAACAATA |

**Supplementary Table 2: Time for practice of EV isolation methods used in this study.**

| ATPS (for CM) | 20 minutes |
| --- | --- |
| ATPS (for plasma, including dextranase treatment) | 40 minutes |
| UC | 2.5 hours |
| Qiagen exoEasay Kit | 30 minutes |
| Norgen Plasma/Serum Exosome Purification Kit | 40 minutes |
| Invitrogen Total Exosome Isolation Reagent (for CM) | >12 hours |
| Invitrogen Total Exosome Isolation Reagent (for Plasma) | 30 minutes |

**
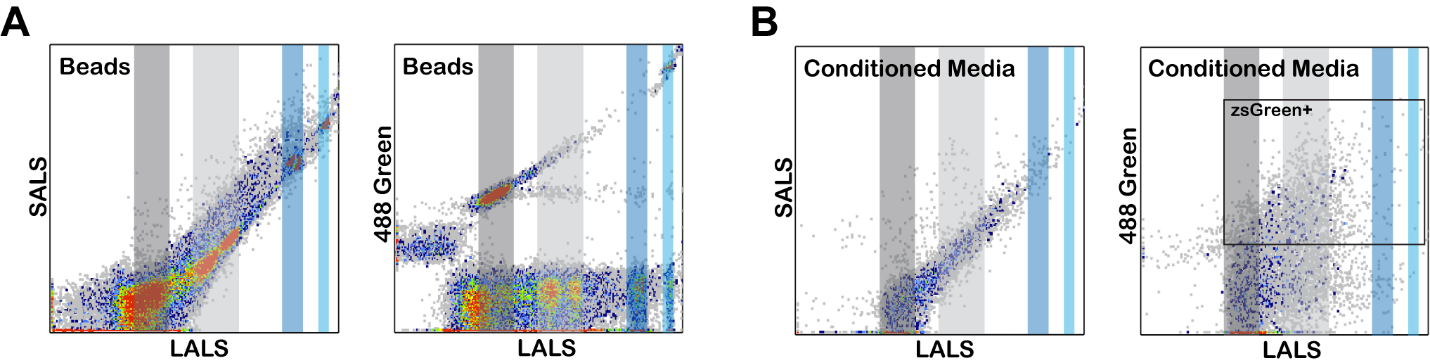
**

**Supplementary Figure 1. A60Micro-Plus nanoscale flow cytometer (nFC) calibration with beads and PC3-zsGreen conditioned media analysis.** A) nFC analysis of the ApogeeMix size calibration beads revealed size gates of 100-180 nm, 240-300 nm, 590-880 nm, and >1300 nm, indicated by shades from left to right. Results are plotted on LALS vs. SALS (left panel) and LALS vs. 488-Green (right panel) cytograms. B) nFC analysis of PC3-zsGreen conditioned media plotted on LALS vs. SALS (left panel) and LALS vs. 488-Green (right panel) cytograms. zsGreen positive EV subpopulation was gate

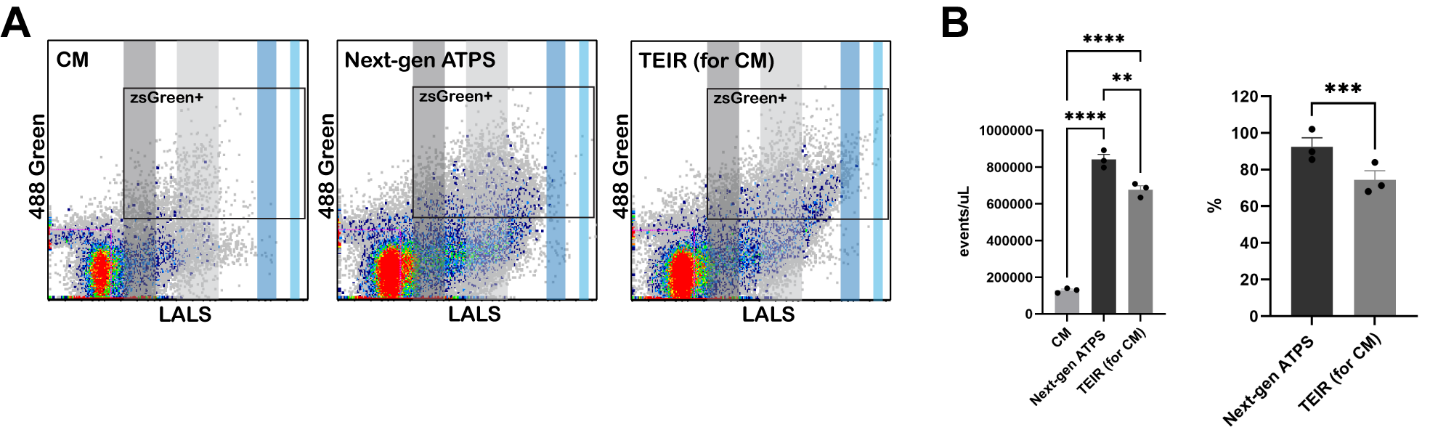

**Supplementary Figure 2. Comparison of ATPS and TEIR on CM EV Isolation.** A) nFC analysis of PC3-zsGreen CM (left), and EV preparation post ATPS (middle) and TEIR (right) isolation. Results are plotted on LALS vs. 488-Green cytograms. B) EV concentration (left, n=3) and recovery efficiency (right, n=3) of PC-zsGreen EVs isolated by ATPS and TEIR.

**
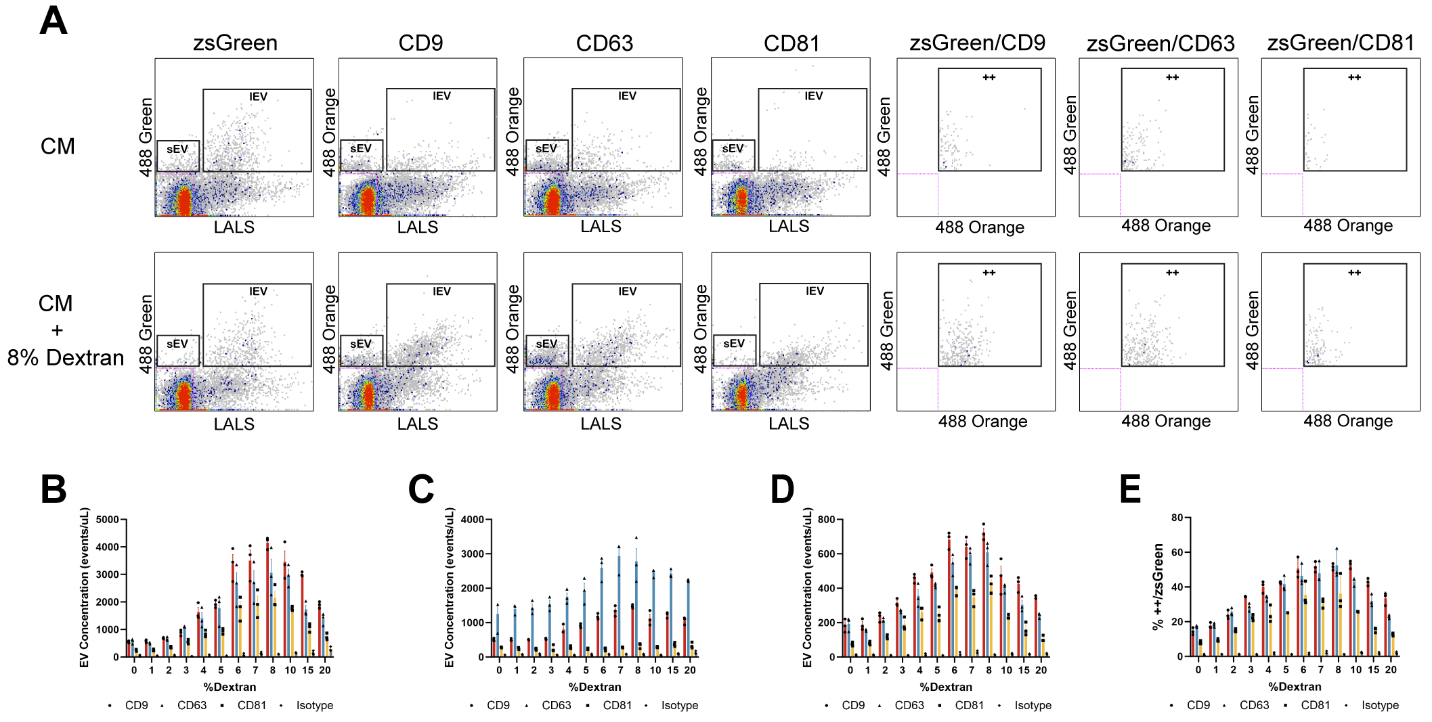
**

**Supplementary Figure 3. nFC analysis on the impact of dextran on EV-antibody labelling.** A). nFC anslysis of PC3-zsGreen conditioned media (top row) and PC3-zsGreen conditioned media mixed with 8% dextran (bottom row), labelled with PE-conjugated antibodies against CD9, CD63 and CD81. Cytograms show zsGreen1 positive EV subpopulations (1^st^ panel), biomarker positive EV subpopulations (2^nd^ to 4^th^ panel), and zsGreen1/biomarker double positive EV subpopulations (5^th^ to 7^th^ panel). B). CD9, CD63, CD81 positive large EV subpopulation concentration of PC3-zsGreen conditioned media mixed with 0%, 1%, 2%, 3%,4%, 5%, 6%, 7%, 8%, 10%, 15%, 20% dextran (n=3). C). CD9, CD63, CD81 positive small EV subpopulation concentration of PC3-zsGreen conditioned media mixed with the same dextran gradient (n=3). D). zsGreen/biomarker double positive EV subpopulation concentration of PC3-zsGreen conditioned media mixed with the same dextran gradient (n=3). E). Proportion of zsGreen/biomarker double positive EV subpopulations in total zsGreen positive subpopulation of PC3-zsGreen conditioned media mixed with the same dextran gradient (n=3).

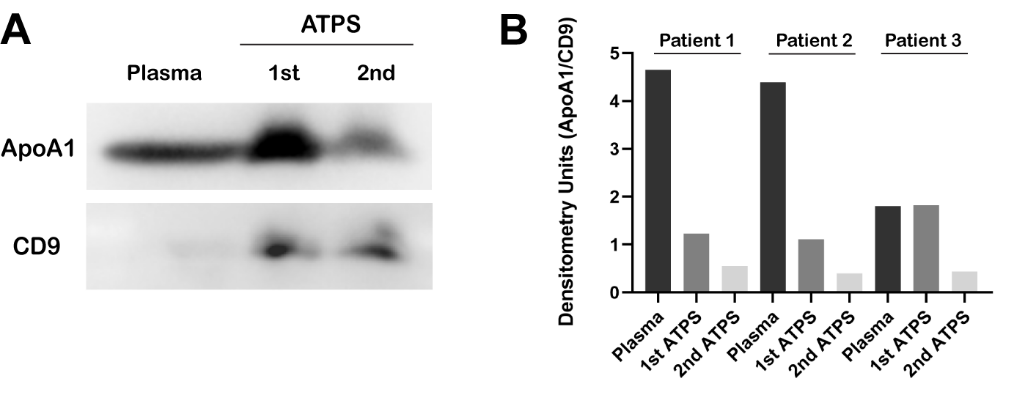

**Supplementary Figure 4. Degree of protein contamination in EV prep post next-gen ATPS.** A). Immunoblot of Apolipoprotein A1 (ApoA1) and CD9 in prostate cancer human plasma samples, EV isolated by one-step next-gen ATPS, and two-step next-gen ATPS. B). Analysis of ApoA1 expression normalized against CD9 from three patients.

How the deposited data were processed for this re-analysis (not part of the article)

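Small RNA libraries of PC3 and MDA-MB-231 were analysed, from donor cells and from EVs isolated by next-gen ATPS, UC and the exoRNeasy kit. There were 8 groups of 2 libraries, 16 libraries in all. Conditions and replicate numbers were taken from the sample labels and the paper, and every column of the tables was matched to a library. Plasma samples were not analysed here.

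The authors trimmed and discarded reads under Q20 over a window of 4 bases, kept reads of 18 to 35 bases, aligned them with STAR to hg38 and annotated them with COMPSRA. STAR and hg38 are also named in the submitters' processing notes, and versions of STAR and COMPSRA are not given in the sources used here. The paper states that reads mapping to several places were considered, with more weight on reads that map once. No fractional weights show in the values, so how the weighting was applied is not known. The values deposited by the authors are named TPM, but they are CPM over the reads of one RNA class in one library, without a length term. Each library sums to the same total, and 100% of values were whole multiples of the value of 1 read within 0.1 read. The test was planned for TPM and was kept for CPM, since both need a log scale. Circular RNA entries are counted separately even where they hold the same reads, so they are not separate observations. A library that is rich in one species shows lower values of all others in its class, because each value is a share. The reads recovered per library, 153 to 97408 for miRNA, 260466 to 399175187 for circRNA and 16635 to 10849128 for snoRNA, set the precision of each value. The circRNA reads are sums over entries and need not be distinct reads, so they can overstate that precision. At 153 miRNA reads most species have no read.

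A species was counted as detected above 0 TPM in a library, and in a group when it was detected in at least 1 of its 2 libraries. The paper's text states no threshold. Numbers of species were compared with an exact permutation test of the method labels within each line, which has 36 arrangements and cannot give a two-sided p under 0.0556. Levels were compared with limma on log2(TPM + 1), with the trend and robust options, over species with a TPM of at least 1 in at least 2 libraries. A single model held 1 mean for each of the 8 groups, and 6 differences were averaged over both lines and tested for a difference between the lines. Adjusted p-values are Benjamini-Hochberg values within an RNA class and difference, with a threshold of 0.05. edgeR with TMM scaling and DESeq2 were run on the recovered reads as alternatives. Profiles of libraries were compared with Spearman and Pearson coefficients across species.

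Lists, tests, the rule for named species and the first set of alternatives were fixed before the data were examined. The rule for named species took, for each difference in miRNA and snoRNA, the 10 largest changes with an adjusted p under 0.05, a mean TPM of at least 10 and the same direction in every comparison of libraries within a line. It also took the 5 most abundant miRNA and snoRNA species of each material, list members, hsa-miR-21-5p, hsa-miR-16-5p and hsa-miR-210-3p, at most 2 higher and 2 lower circRNA entries per difference, and the 10 largest differences between lines in cells. SNORD17 and the 8 dominant circRNA entries were chosen after their values were seen. Of the 92 named species, 84 had a gene of that name in GENCODE v44 or RefSeq for GRCh38, which gave the coordinates. SNORD3E and the other U3 genes, the copies of mir-1244 and mir-3648, SNORD116-3 and SNORD116-9, SNORD116-5 and SNORD116-7, and SNORA50 and SNORA50C may share reads and are uncertain.

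There were 22 lists. For miRNA these were let-7, miR-17~92 and its related clusters, miR-200, the cluster of miR-183, miR-96 and miR-182, the miR-99, miR-100 and miR-125 families, the cluster of miR-221 and miR-222, miR-320, the 14q32 cluster, C19MC, entries that overlap rRNA, tRNA, snRNA, snoRNA or Alu, and markers of blood cells, endothelium and liver, of muscle, of neurons and of embryonic stem cells. For snoRNA these were C/D box, H/ACA box and scaRNA, SNORD115 and SNORD116, SNORD113 and SNORD114, snoRNA hosted by GAS5 and by SNHG1, and pre-rRNA cleavage snoRNA. A list was tested where at least 2 members were, with camera of limma at a preset correlation of 0.01 and with an estimated correlation, and its members were counted over all species and adjusted over the list alone.

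The limma step was tested on simulated data for next-gen ATPS against UC EVs, drawn from the real means and depths with 200 species changed, 50 at each of 2-fold, 4-fold, 8-fold and 16-fold. Of 560 miRNA species it called 5, all changed, and recovered 0, 2, 1 and 2 of 50 by fold size. Differences in miRNA between next-gen ATPS and UC EVs are thus mostly beyond its reach. Of 2418 circRNAs it called 86, of which 83 were changed, and recovered 3, 20, 28 and 32. Of 356 snoRNAs it recovered 21, 23, 31 and 41, but called 227, of which 111 had unchanged reads and a changed share. Every one of the 227 had the sign of the change in share. With centring on common species, 11 called snoRNAs had unchanged reads. With nothing changed it called 0 miRNA species, 0 circRNAs and 1 snoRNA.

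The alternatives tried were other detection thresholds, equal depth, other pseudocounts and filters, quantile normalization, centring on species common to all libraries, only the materials compared, no trend and robust options, the replicate number as a block, edgeR, DESeq2 and leaving out each library. Others were added after the data were seen, namely thinning without MDA-MB-231 cell replicate 2, mature miRNA names only, and fits without dominant entries. R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.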

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

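The tests on the 8 circRNA entries, the fits without them or without mir-7641-2 and mir-1291, and the choice of SNORD17 were made only after the result was seen. The difference of EVs from cells, or between EV methods, differed between PC3 and MDA-MB-231 for the numbers of species that follow, by the interaction term of limma at an adjusted p under 0.05. Among miRNA 0 species differed between the lines between methods with limma, edgeR and DESeq2, and 2 in EVs against cells (edgeR 2, DESeq2 2). Among circRNA 75 differed between methods (edgeR 228, DESeq2 130) and 1279 in EVs against cells (edgeR 619, DESeq2 711). Among snoRNA 1 differed between methods (edgeR 32, DESeq2 19) and 79 in EVs against cells (edgeR 85, DESeq2 54). Without MDA-MB-231 cell replicate 2 the limma counts between methods and in EVs against cells were 33 and 39 for miRNA, 477 and 1804 for circRNA, and 17 and 55 for snoRNA, and without replicate 1 they were 34 and 135, 486 and 2298, and 18 and 118. Without PC3 cell replicate 1 or 2 the circRNA counts in EVs against cells were 506 and 552 and the snoRNA counts 51 and 49.

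hsa-mir-7641-2 rose from cells to EVs in MDA-MB-231, by 6.51, 6.25 and 5.26 on the log2 scale with next-gen ATPS, UC and exoRNeasy, against 0.54, 0.65 and -0.68 in PC3. The PC3 minus MDA-MB-231 differences were -5.96, -5.60 and -5.94 (standard error 0.45, limma adjusted p = 1.83e-06, 4.09e-06 and 1.89e-06). They passed the threshold in 26 of 27 settings and were lost with no filter, where the adjusted p was 0.439, 0.386 and 0.417. hsa-miR-182-5p was higher in next-gen ATPS EVs than in cells by 2.52 in PC3 and 0.07 in MDA-MB-231, a difference of 2.45 (standard error 0.47, limma adjusted p = 0.0409) that passed in 9 of 28 settings, with an adjusted p from 0.00103 to 1, and was 1.86 and 3.04 without MDA-MB-231 next-gen ATPS replicate 1 and 2. Over these settings the lowest difference with next-gen ATPS was 0.76. With UC and exoRNeasy the difference was 1.85 and 0.96 (limma adjusted p = 0.154 and 0.451).

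Weighing these 2 entries, a nearly empty cell library, MDA-MB-231 cell replicate 2, was argued against as the whole cause. Without it the differences of hsa-mir-7641-2 were -6.50, -6.13 and -6.48 (limma adjusted p = 3.76e-07 at -6.13), and that of hsa-miR-182-5p was 2.22 (standard error 0.52), still above 1.22, the value that 0.5 of the first difference gives, although its limma adjusted p of 0.0643 lies over the threshold, with a smaller fold and a larger standard error than before. Fragments of ribosomal RNA assigned to the hairpin of hsa-mir-7641-2 cannot be told apart from the miRNA, since 0 annotated genes of that name gave a hairpin sequence to search. A few species taking most of the counts cannot be told apart either for hsa-miR-182-5p, which differed by 1.36 (standard error 0.46, limma adjusted p = 0.158) without mir-7641-2 and mir-1291, too near 1.22 to decide. A difference between the cell lines themselves stays open and was not tested.

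SNORD17, in an intron of SNX5 on chromosome 20 (17962710 to 17962946), was at 1395 ± 53.4 TPM (SD, n = 2) in UC EVs and 917 ± 132 in exoRNeasy EVs of PC3, and at 1722 ± 730 and 8139 ± 1484 in those of MDA-MB-231. UC EVs were thus above exoRNeasy EVs in PC3 and below them in MDA-MB-231. The UC minus exoRNeasy difference of PC3 minus that of MDA-MB-231 was 2.91 (standard error 0.52, limma adjusted p = 0.0244, from 0.000968 to 0.184 over the alternatives).

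In the circRNA tables, 8 entries that the paper does not mention held 92.5% of the circRNA reads of next-gen ATPS EVs, 91.5% of UC EVs and 88.4% of exoRNeasy EVs, against 15.5% in cells, which is 1.99% without MDA-MB-231 cell replicate 2. Their values differed by at most 0.00237% within a library, which may come from the same reads being counted for overlapping entries. The larger number of lower than higher circRNAs in EVs cannot be told apart from these entries taking most of the counts. Without them at most 41.9% (lowest 19.1%) of the calls were lower, but leaving them out raises all other values of an EV library by 1 factor, so this shift was set by the rescaling and decides nothing. No table argues against either, and both were found on the same data. Which RNA the reads come from, and whether EVs carry it, stays open because the entries have no coordinates here.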

How the results depend on the processing

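The thinning without MDA-MB-231 cell replicate 2, the mature names, and the fits without the 8 dominant circRNA entries, without mir-7641-2 and mir-1291, or on species with reads in the EV kind, were chosen only after the result was seen. Of the summary values under alternatives that keep all libraries, 328 stayed within the spread between replicates or within 1.5 times for a count, 305 moved further and 9 reversed. With single libraries left out, 562 stayed, 269 moved and 1 reversed. Of 123 tested differences of named species, none reversed. Those chosen as the largest changes between materials had to have the same direction in every comparison of libraries within a line. Leaving out a library or changing the pseudocount could therefore not reverse them, so this count says little about robustness. Under alternatives that keep all libraries the 123 differences stayed on their side of the threshold or near their value 1347 times, moved 169 times and were no longer past the threshold 172 times. Among these, the tests were lost most often with no filter (49) and with edgeR (24). Leaving out MDA-MB-231 cell replicate 2 lost 2, PC3 cell replicate 2 lost 31 and MDA-MB-231 exoRNeasy replicate 2 lost 33. A filter of TPM at least 10 in at least 2 libraries lost none, and among miRNA it left the summary values as they were because it removes no tested species. Where a library is left out, the other library of its group is assumed to vary like the other groups. Depth limits the miRNA results, and MDA-MB-231 cell replicate 2 held only 153 miRNA reads. Apart from thinning and filters that remove entries by construction, the cause was not tested.

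Numbers are mean differences in the species detected per library, overlaps are in percent, calls are species with an adjusted p under 0.05 from limma unless another tool is named, and lists called are lists with an adjusted p under 0.05 from camera, summed over 3 differences. Species that differed between lines are those with an interaction term past that threshold. Thinning matches the total reads of a class. For circRNA these include the 8 dominant entries, so the reads of the other entries are not equal. The coefficients of the line difference are Pearson coefficients across species between EVs and cells, and profile coefficients are Spearman coefficients between libraries.

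With TPM at least 100, the circRNA numbers were 31.2 for UC minus next-gen ATPS and 18.2 for UC minus exoRNeasy. The miRNA numbers were -26.8 for UC minus next-gen ATPS (reversed) and -6.75 for UC minus exoRNeasy (reversed). The snoRNA numbers were 14 for UC minus next-gen ATPS.

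With libraries thinned to the shallowest one, the circRNA numbers were 457 for UC minus next-gen ATPS and 360 for UC minus exoRNeasy. The miRNA numbers were -0.938 for UC minus next-gen ATPS (reversed), -5.89 for UC minus exoRNeasy (reversed) and -4.95 for next-gen ATPS minus exoRNeasy (reversed). The snoRNA numbers were 10.9 for UC minus next-gen ATPS. The circRNA overlaps in PC3 were 59.7% of the next-gen ATPS set in UC, 40.0% of the UC set in next-gen ATPS, 49.1% of the exoRNeasy set in UC, 39.1% of the UC set in exoRNeasy, 12.5% of the cell set in next-gen ATPS and 50.1% of the next-gen ATPS set absent from cells. The circRNA overlaps in PC3 were 16.97% of the cell set in UC, 54.6% of the UC set absent from cells, 12.8% of the cell set in exoRNeasy and 56.8% of the exoRNeasy set absent from cells. The miRNA overlaps in PC3 were 49.1% of the next-gen ATPS set in UC, 49.8% of the UC set in next-gen ATPS, 38.7% of the exoRNeasy set in UC, 39.7% of the cell set in next-gen ATPS, 55.2% of the next-gen ATPS set absent from cells and 50.7% of the UC set absent from cells. The miRNA overlaps in PC3 were 40.9% of the cell set in exoRNeasy and 61.8% of the exoRNeasy set absent from cells. The snoRNA overlaps in PC3 were 92.8% of the next-gen ATPS set in UC, 87.9% of the UC set in next-gen ATPS, 91.96% of the exoRNeasy set in UC, 93.2% of the cell set in next-gen ATPS, 23.5% of the next-gen ATPS set absent from cells and 95.1% of the cell set in UC. The snoRNA overlaps in PC3 were 26.2% of the UC set absent from cells, 92.2% of the cell set in exoRNeasy and 23.7% of the exoRNeasy set absent from cells.

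With libraries thinned to equal reads without MDA-MB-231 cell replicate 2, the circRNA numbers were 10895 for UC minus next-gen ATPS and 7387 for UC minus exoRNeasy. The miRNA numbers were -8.38 for UC minus next-gen ATPS (reversed), -31.6 for UC minus exoRNeasy (reversed) and -23.2 for next-gen ATPS minus exoRNeasy (reversed). The snoRNA numbers were 11.4 for UC minus next-gen ATPS. The circRNA overlaps in PC3 were 54.8% of the next-gen ATPS set in UC, 30.4% of the UC set in next-gen ATPS, 46.0% of the exoRNeasy set in UC, 37.0% of the UC set in exoRNeasy, 18.5% of the cell set in next-gen ATPS and 32.3% of the cell set in UC. The circRNA overlaps in PC3 were 24.4% of the cell set in exoRNeasy. The miRNA overlaps in PC3 were 61.7% of the next-gen ATPS set in UC, 63.6% of the UC set in next-gen ATPS, 50.4% of the exoRNeasy set in UC, 60.6% of the UC set in exoRNeasy, 57.2% of the cell set in next-gen ATPS and 44.3% of the next-gen ATPS set absent from cells. The miRNA overlaps in PC3 were 58.5% of the cell set in UC, 41.1% of the UC set absent from cells, 61.99% of the cell set in exoRNeasy and 48.2% of the exoRNeasy set absent from cells. The snoRNA overlaps in PC3 were 94.4% of the next-gen ATPS set in UC, 89.5% of the UC set in next-gen ATPS, 94.1% of the exoRNeasy set in UC, 89.1% of the UC set in exoRNeasy, 93.7% of the cell set in next-gen ATPS and 20.2% of the next-gen ATPS set absent from cells. The snoRNA overlaps in PC3 were 95.9% of the cell set in UC, 22.6% of the UC set absent from cells, 93.7% of the cell set in exoRNeasy and 20.1% of the exoRNeasy set absent from cells.

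With mature names only, the miRNA numbers were 60.8 for UC minus next-gen ATPS and 70 for UC minus exoRNeasy. For miRNA the overlaps in PC3 were 87.6% of the next-gen ATPS set in UC, 60.6% of the UC set in next-gen ATPS, 80% of the exoRNeasy set in UC, 54.5% of the UC set in exoRNeasy and 16.1% of the next-gen ATPS set absent from cells.

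With TPM at least 1, the circRNA numbers were 295 for UC minus next-gen ATPS and 194 for UC minus exoRNeasy.

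With TPM at least 10, the circRNA numbers were 119 for UC minus next-gen ATPS, 123 for UC minus exoRNeasy and 4 for next-gen ATPS minus exoRNeasy (reversed). The snoRNA numbers were 16.2 for UC minus next-gen ATPS.

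With reads needed in both libraries, the circRNA overlaps in PC3 were 77.7% of the next-gen ATPS set in UC, 34.2% of the UC set in next-gen ATPS, 64.7% of the exoRNeasy set in UC, 43.1% of the UC set in exoRNeasy, 28.9% of the cell set in next-gen ATPS and 35.9% of the next-gen ATPS set absent from cells. For circRNA the overlaps in PC3 were 55.9% of the cell set in UC, 45.4% of the UC set absent from cells, 35.5% of the cell set in exoRNeasy and 48.0% of the exoRNeasy set absent from cells. For miRNA the overlaps in PC3 were 89.8% of the next-gen ATPS set in UC, 77.5% of the exoRNeasy set in UC, 8.33% of the next-gen ATPS set absent from cells, 15.2% of the UC set absent from cells and 11.8% of the exoRNeasy set absent from cells. For snoRNA the overlaps in PC3 were 98.7% of the next-gen ATPS set in UC, 82.2% of the UC set in next-gen ATPS, 83.3% of the UC set in exoRNeasy, 63.0% of the cell set in next-gen ATPS, 76.0% of the cell set in UC and 0% of the UC set absent from cells. For snoRNA the overlaps in PC3 were 64.6% of the cell set in exoRNeasy.

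With mean TPM at least 100, the circRNA overlaps in PC3 were 100% of the next-gen ATPS set in UC, 72.6% of the UC set in next-gen ATPS, 98.3% of the exoRNeasy set in UC, 93.5% of the UC set in exoRNeasy, 3.54% of the cell set in next-gen ATPS and 68.9% of the next-gen ATPS set absent from cells. For circRNA the overlaps in PC3 were 5.06% of the cell set in UC, 67.7% of the UC set absent from cells, 4.56% of the cell set in exoRNeasy and 69.5% of the exoRNeasy set absent from cells. For miRNA the overlaps in PC3 were 66.0% of the next-gen ATPS set in UC, 77.7% of the UC set in next-gen ATPS, 51.8% of the exoRNeasy set in UC, 67.4% of the UC set in exoRNeasy, 72.5% of the cell set in next-gen ATPS and 41.3% of the next-gen ATPS set absent from cells. For miRNA the overlaps in PC3 were 72.5% of the cell set in UC, 30.9% of the UC set absent from cells, 75.5% of the cell set in exoRNeasy and 44.7% of the exoRNeasy set absent from cells. For snoRNA the overlaps in PC3 were 88.6% of the UC set in next-gen ATPS, 94.3% of the exoRNeasy set in UC, 83.1% of the UC set in exoRNeasy, 96.5% of the cell set in next-gen ATPS, 24.9% of the next-gen ATPS set absent from cells and 99.3% of the cell set in UC. For snoRNA the overlaps in PC3 were 28.9% of the UC set absent from cells, 96.5% of the cell set in exoRNeasy and 21.5% of the exoRNeasy set absent from cells.

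With mean TPM at least 10, the circRNA overlaps in PC3 were 96.4% of the next-gen ATPS set in UC, 69.4% of the UC set in next-gen ATPS, 95.7% of the exoRNeasy set in UC, 57.8% of the UC set in exoRNeasy, 13.5% of the cell set in next-gen ATPS and 43.5% of the next-gen ATPS set absent from cells. For circRNA the overlaps in PC3 were 21.2% of the cell set in UC and 12.5% of the cell set in exoRNeasy. Among miRNA species the overlaps in PC3 were 41.7% of the cell set in next-gen ATPS, 58.3% of the cell set in UC and 40.0% of the cell set in exoRNeasy. Among snoRNA species the overlaps in PC3 were 94.0% of the next-gen ATPS set in UC, 91.1% of the UC set in next-gen ATPS, 86.2% of the UC set in exoRNeasy, 97.3% of the cell set in next-gen ATPS, 23.1% of the next-gen ATPS set absent from cells and 99.1% of the cell set in UC. Among snoRNA species the overlaps in PC3 were 24.1% of the UC set absent from cells, 96.4% of the cell set in exoRNeasy and 17.9% of the exoRNeasy set absent from cells.

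With mean TPM at least 1, the circRNA overlaps in PC3 were 99.4% of the next-gen ATPS set in UC, 77.1% of the UC set in next-gen ATPS, 87.8% of the exoRNeasy set in UC, 75.4% of the UC set in exoRNeasy, 22.0% of the cell set in next-gen ATPS and 27.0% of the cell set in UC. For circRNA the overlaps in PC3 were 24.0% of the cell set in exoRNeasy. Among snoRNA species the overlaps in PC3 were 86.9% of the cell set in next-gen ATPS, 3.90% of the next-gen ATPS set absent from cells, 94.9% of the cell set in UC, 7.21% of the UC set absent from cells, 86.5% of the cell set in exoRNeasy and 5.92% of the exoRNeasy set absent from cells.

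With pseudocount 0.1, the circRNA calls were 786 for next-gen ATPS minus UC. The miRNA calls were 1 for next-gen ATPS minus UC, 47 for next-gen ATPS minus cells and 50 for UC minus cells. The snoRNA calls were 21 for UC minus exoRNeasy. The circRNA species that differed between lines were 22 between methods and 827 between EVs and cells. The miRNA species that differed between lines were 9 between methods and 10 between EVs and cells.

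With pseudocount 10, the circRNA calls were 223 for next-gen ATPS minus UC. The miRNA calls were 1 for next-gen ATPS minus UC, 29 for UC minus cells and 82 for exoRNeasy minus cells. The snoRNA calls were 19 for next-gen ATPS minus exoRNeasy. The circRNA species that differed between lines were 221 between methods. The miRNA species that differed between lines were 2 between methods and 12 between EVs and cells. The snoRNA species that differed between lines were 5 between methods. The circRNA coefficients of the line difference were 0.447 for UC. The miRNA coefficients of the line difference were 0.896 for UC and 0.817 for exoRNeasy. The snoRNA coefficients of the line difference were 0.210 for exoRNeasy.

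With only the 2 materials compared in the fit, the circRNA calls were 1547 for next-gen ATPS minus UC, 341 for next-gen ATPS minus exoRNeasy and 1480 for UC minus exoRNeasy. The miRNA calls were 1 for next-gen ATPS minus UC, 55 for next-gen ATPS minus cells and 50 for UC minus cells. The snoRNA calls were 31 for UC minus exoRNeasy. The circRNA species that differed between lines were 402 between methods and 666 between EVs and cells. The miRNA species that differed between lines were 67 between EVs and cells. The snoRNA species that differed between lines were 0 between methods.

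With no trend and no robust option, the miRNA calls were 8 for next-gen ATPS minus UC, 55 for next-gen ATPS minus cells, 45 for UC minus cells and 84 for exoRNeasy minus cells. The snoRNA calls were 3 for next-gen ATPS minus UC. The miRNA lists called were 0 between EVs and cells. The miRNA species that differed between lines were 15 between methods and 39 between EVs and cells. The snoRNA species that differed between lines were 6 between methods.

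With edgeR on recovered reads, the circRNA calls were 310 for next-gen ATPS minus exoRNeasy and 1079 for UC minus exoRNeasy. The miRNA calls were 2 for next-gen ATPS minus UC, 4 for next-gen ATPS minus exoRNeasy, 27 for UC minus exoRNeasy, 62 for next-gen ATPS minus cells, 57 for UC minus cells and 80 for exoRNeasy minus cells. For snoRNA the calls were 16 for next-gen ATPS minus UC and 26 for next-gen ATPS minus exoRNeasy. The miRNA lists called were 7 between EVs and cells. The circRNA species that differed between lines were 228 between methods and 619 between EVs and cells. The snoRNA species that differed between lines were 32 between methods.

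With DESeq2 on recovered reads, the circRNA calls were 362 for next-gen ATPS minus exoRNeasy and 993 for UC minus exoRNeasy. For miRNA the calls were 20 for next-gen ATPS minus UC, 8 for next-gen ATPS minus exoRNeasy, 61 for next-gen ATPS minus cells and 33 for UC minus cells. For snoRNA the calls were 182 for next-gen ATPS minus cells. The miRNA lists called were 4 between methods and 8 between EVs and cells. The snoRNA lists called were 6 between EVs and cells. For circRNA the species that differed between lines were 130 between methods and 711 between EVs and cells. For snoRNA the species that differed between lines were 19 between methods.

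With no filter, the circRNA calls were 164 for next-gen ATPS minus UC, 8 for next-gen ATPS minus exoRNeasy, 357 for UC minus exoRNeasy, 9806 for next-gen ATPS minus cells, 7045 for UC minus cells and 9997 for exoRNeasy minus cells. For miRNA the calls were 3 for next-gen ATPS minus exoRNeasy, 1 for UC minus exoRNeasy, 6 for next-gen ATPS minus cells, 2 for UC minus cells and 5 for exoRNeasy minus cells. For snoRNA the calls were 3 for next-gen ATPS minus UC. The miRNA lists called were 4 between EVs and cells. For circRNA the species that differed between lines were 33 between methods and 6858 between EVs and cells. For miRNA the species that differed between lines were 0 between EVs and cells. For snoRNA the species that differed between lines were 5 between methods.

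With centring on common species, the circRNA calls were 1119 for next-gen ATPS minus UC and 1185 for UC minus exoRNeasy. For miRNA the calls were 6 for next-gen ATPS minus exoRNeasy and 21 for UC minus exoRNeasy. The snoRNA lists called were 2 between methods. For circRNA the species that differed between lines were 17 between methods. For miRNA the species that differed between lines were 1 between EVs and cells. For snoRNA the species that differed between lines were 0 between methods.

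With the replicate block, the miRNA calls were 6 for next-gen ATPS minus exoRNeasy and 15 for next-gen ATPS minus cells. For miRNA the lists called were 2 between EVs and cells. For circRNA the species that differed between lines were 170 between methods. For snoRNA the species that differed between lines were 4 between methods. The replicate numbers of a line are shared by its groups, but no source says that a number marks a shared culture or day, so the block is not the main model. Deviations of equal numbers from their group means correlated from 0.164 to 0.806 over 6 pairs of groups for circRNA in MDA-MB-231, from -0.194 to 0.075 for circRNA in PC3, from -0.115 to 0.142 for miRNA over both lines and from -0.2 to 0.343 for snoRNA. In MDA-MB-231, 6 of 6 pairs of groups were above 0.1 for circRNA and 5 of 6 for snoRNA, and in PC3 0 and 1 of 6. With only 2 numbers in each line this was not taken as pairing.

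With quantile normalization, the circRNA calls were 353 for next-gen ATPS minus exoRNeasy and 884 for UC minus exoRNeasy. For miRNA the calls were 37 for next-gen ATPS minus cells, 56 for UC minus cells and 75 for exoRNeasy minus cells. The snoRNA lists called were 1 between methods. Among circRNA species the species that differed between lines were 265 between methods. Among snoRNA species the species that differed between lines were 16 between methods. The circRNA coefficients of the line difference were 0.324 for next-gen ATPS and 0.447 for exoRNeasy. The miRNA coefficients of the line difference were 0.605 for exoRNeasy. The snoRNA coefficients of the line difference were 0.652 for next-gen ATPS, 0.874 for UC and 0.596 for exoRNeasy.

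Without the 8 dominant entries, the circRNA calls were 3380 for next-gen ATPS minus UC, 765 for next-gen ATPS minus exoRNeasy, 3808 for UC minus exoRNeasy, 3476 for next-gen ATPS minus cells and 5304 for UC minus cells. Among circRNA species the species that differed between lines were 1398 between methods and 2299 between EVs and cells.

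With TPM at least 10 in at least 2 libraries, the circRNA calls were 74 for next-gen ATPS minus exoRNeasy, 351 for UC minus exoRNeasy, 905 for next-gen ATPS minus cells, 941 for UC minus cells and 929 for exoRNeasy minus cells. Among circRNA species the species that differed between lines were 20 between methods and 512 between EVs and cells. The circRNA coefficients of the line difference were 0.316 for next-gen ATPS and 0.455 for exoRNeasy.

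Without mir-7641-2 and mir-1291, the miRNA species that differed between lines were 0 between EVs and cells.

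With all species tested, the circRNA coefficients of the line difference were 0.330 for UC and 0.212 for exoRNeasy. The miRNA coefficients of the line difference were 0.215 for next-gen ATPS, 0.345 for UC and 0.283 for exoRNeasy. The snoRNA coefficients of the line difference were 0.286 for next-gen ATPS, 0.573 for UC and 0.164 for exoRNeasy.

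With only species above 0 in both libraries, the circRNA profile coefficients were 0.575 for next-gen ATPS and UC, 0.573 for next-gen ATPS and exoRNeasy, 0.631 for EV replicates and 0.492 for UC and exoRNeasy. The miRNA profile coefficients were 0.770 for next-gen ATPS and UC, 0.720 for next-gen ATPS and exoRNeasy, 0.775 for EV replicates and 0.681 for UC and exoRNeasy.

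Leaving out each library in turn gave these lowest and highest values, with the library named where a single one gave the value.

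The circRNA numbers went from -8438 (without MDA-MB-231 exoRNeasy replicate 2) to 1858 (without MDA-MB-231 exoRNeasy replicate 1) for next-gen ATPS minus exoRNeasy.

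The circRNA overlaps in PC3 went from 64.3 (without PC3 UC replicate 1) to 83.2 (without PC3 next-gen ATPS replicate 1) for the next-gen ATPS set in UC, 33.5 (without PC3 next-gen ATPS replicate 2) to 55.5 (without PC3 UC replicate 1) for the UC set in next-gen ATPS and 59.8 (without PC3 UC replicate 1) to 79.4 (without PC3 exoRNeasy replicate 1) for the exoRNeasy set in UC. Further circRNA ranges were 43.1 (without PC3 exoRNeasy replicate 2) to 64.1 (without PC3 UC replicate 1) for the UC set in exoRNeasy, 30.9 (without PC3 next-gen ATPS replicate 2) to 54.5 (without PC3 cell replicate 2) for the cell set in next-gen ATPS and 19.1 (without PC3 next-gen ATPS replicate 1) to 50.1 (without PC3 cell replicate 2) for the next-gen ATPS set absent from cells. Further circRNA ranges were 53.3 (without PC3 UC replicate 1) to 76.8 (without PC3 cell replicate 2) for the cell set in UC, 22.5 (without PC3 UC replicate 1) to 56.05 (without PC3 cell replicate 2) for the UC set absent from cells and 39 (without PC3 exoRNeasy replicate 1) to 61.0 (without PC3 cell replicate 2) for the cell set in exoRNeasy. Further circRNA ranges were 23.6 (without PC3 exoRNeasy replicate 2) to 55.1 (without PC3 cell replicate 2) for the exoRNeasy set absent from cells.

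The miRNA overlaps in PC3 went from 67.9 (without PC3 UC replicate 1) to 89.3 (without PC3 next-gen ATPS replicate 2) for the next-gen ATPS set in UC, 41.9 (without PC3 next-gen ATPS replicate 2) to 65.2 (without PC3 UC replicate 1) for the UC set in next-gen ATPS and 60.5 (without PC3 UC replicate 1) to 81.2 (without PC3 exoRNeasy replicate 1) for the exoRNeasy set in UC. Further miRNA ranges were 34.7 (without PC3 exoRNeasy replicate 1) to 53.9 (without PC3 UC replicate 1) for the UC set in exoRNeasy, 25.1 (without PC3 next-gen ATPS replicate 2) to 47.4 (without PC3 cell replicate 2) for the cell set in next-gen ATPS and 15.4 (without PC3 next-gen ATPS replicate 2) to 30.1 (without PC3 cell replicate 2) for the next-gen ATPS set absent from cells. Further miRNA ranges were 36.6 (without PC3 UC replicate 1) to 65.0 (without PC3 cell replicate 2) for the cell set in UC, 18.8 (without PC3 UC replicate 1) to 34.4 (without PC3 cell replicate 2) for the UC set absent from cells and 23.9 (without PC3 exoRNeasy replicate 1) to 46.0 (without PC3 cell replicate 2) for the cell set in exoRNeasy. Further miRNA ranges were 11.7 (without PC3 exoRNeasy replicate 1) to 26.8 (without PC3 cell replicate 2) for the exoRNeasy set absent from cells.

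The snoRNA overlaps in PC3 went from 93.6 (without PC3 UC replicate 1) to 98.8 (without PC3 next-gen ATPS replicate 1) for the next-gen ATPS set in UC, 79 (without PC3 next-gen ATPS replicate 1) to 89.8 (without PC3 UC replicate 1) for the UC set in next-gen ATPS and 93.4 (without PC3 UC replicate 1) to 98.1 (without PC3 exoRNeasy replicate 1) for the exoRNeasy set in UC. Further snoRNA ranges were 80.6 (without PC3 exoRNeasy replicate 2) to 91.2 (without PC3 UC replicate 1) for the UC set in exoRNeasy, 63.7 (without PC3 next-gen ATPS replicate 1) to 74.3 (without PC3 cell replicate 2) for the cell set in next-gen ATPS and 0.383 (without PC3 next-gen ATPS replicate 2) to 1.42 (without PC3 cell replicate 2) for the next-gen ATPS set absent from cells. Further snoRNA ranges were 73.4 (without PC3 UC replicate 1) to 84.2 (without PC3 cell replicate 2) for the cell set in UC, 0.340 (without PC3 UC replicate 1) to 1.25 for the UC set absent from cells and 64.9 (without PC3 exoRNeasy replicate 2) to 75.1 (without PC3 cell replicate 2) for the cell set in exoRNeasy. Further snoRNA ranges were 0.749 (without PC3 exoRNeasy replicate 1) to 2.09 (without PC3 cell replicate 2) for the exoRNeasy set absent from cells.

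The circRNA calls went from 218 (without MDA-MB-231 UC replicate 1) to 1321 (without MDA-MB-231 cell replicate 2) for next-gen ATPS minus UC, 114 (without PC3 exoRNeasy replicate 2) to 425 (without MDA-MB-231 cell replicate 2) for next-gen ATPS minus exoRNeasy and 337 (without MDA-MB-231 exoRNeasy replicate 2) to 1432 (without MDA-MB-231 cell replicate 2) for UC minus exoRNeasy.

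The miRNA calls went from 0 to 27 (without MDA-MB-231 cell replicate 1) for next-gen ATPS minus UC, 2 (without PC3 next-gen ATPS replicate 1) to 39 for next-gen ATPS minus exoRNeasy and 1 (without MDA-MB-231 exoRNeasy replicate 1) to 81 for UC minus exoRNeasy. Further miRNA ranges were 10 to 104 (without MDA-MB-231 cell replicate 2) for next-gen ATPS minus cells, 8 to 93 (without MDA-MB-231 cell replicate 1) for UC minus cells and 15 (without PC3 cell replicate 2) to 147 (without MDA-MB-231 cell replicate 2) for exoRNeasy minus cells.

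The snoRNA calls went from 0 to 1 (without PC3 UC replicate 2) for next-gen ATPS minus UC, 7 (without MDA-MB-231 next-gen ATPS replicate 1) to 20 for next-gen ATPS minus exoRNeasy and 12 (without PC3 UC replicate 1) to 70 (without MDA-MB-231 cell replicate 1) for UC minus exoRNeasy.

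The miRNA lists called went from 0 to 2 between EVs and cells.

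The snoRNA lists called went from 0 to 3 (without MDA-MB-231 exoRNeasy replicate 1) between methods.

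The circRNA species that differed between lines went from 17 (without MDA-MB-231 UC replicate 1) to 486 (without MDA-MB-231 cell replicate 1) between methods and 506 (without PC3 cell replicate 1) to 2298 (without MDA-MB-231 cell replicate 1) between EVs and cells.

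The miRNA species that differed between lines went from 0 to 34 (without MDA-MB-231 cell replicate 1) between methods and 1 to 135 (without MDA-MB-231 cell replicate 1) between EVs and cells.

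The snoRNA species that differed between lines went from 0 to 18 (without MDA-MB-231 cell replicate 1) between methods and 49 (without PC3 cell replicate 2) to 118 (without MDA-MB-231 cell replicate 1) between EVs and cells.

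The circRNA coefficients of the line difference went from 0.111 (without MDA-MB-231 next-gen ATPS replicate 2) to 0.313 (without MDA-MB-231 cell replicate 1) for next-gen ATPS, 0.346 (without MDA-MB-231 cell replicate 1) to 0.596 (without PC3 cell replicate 1) for UC and 0.194 (without MDA-MB-231 cell replicate 2) to 0.416 (without PC3 cell replicate 1) for exoRNeasy.

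The miRNA coefficients of the line difference went from 0.356 (without MDA-MB-231 cell replicate 1) to 0.783 (without PC3 exoRNeasy replicate 2) for next-gen ATPS, 0.413 (without MDA-MB-231 cell replicate 1) to 0.857 (without MDA-MB-231 cell replicate 2) for UC and 0.323 (without MDA-MB-231 cell replicate 1) to 0.768 (without PC3 exoRNeasy replicate 1) for exoRNeasy.

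The snoRNA coefficients of the line difference went from 0.264 (without PC3 next-gen ATPS replicate 2) to 0.424 (without MDA-MB-231 cell replicate 2) for next-gen ATPS, 0.497 (without MDA-MB-231 cell replicate 1) to 0.758 (without MDA-MB-231 cell replicate 2) for UC and 0.240 (without MDA-MB-231 exoRNeasy replicate 2) to 0.304 (without PC3 exoRNeasy replicate 1) for exoRNeasy.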

Differences from the paper's values

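A value is said to lie near the paper's value where the larger of the pair is at most 1.5 times the smaller, or where they are no further apart than the SD between replicates. The circRNA share of UC species found in next-gen ATPS EVs of PC3 is about 87% in the paper's Fig. 5D, read by eye, and 49.7% here. Of the alternatives set before the data were examined, a mean TPM of at least 1 (77.1%), 10 (69.4%) and 100 (72.6%) lie near the paper's value. Reads in both libraries (34.2%), libraries thinned to the shallowest one (40.0%), and leaving out next-gen ATPS replicate 1 (35.7%) or 2 (33.5%) or UC replicate 1 (55.5%) or 2 (55.35%) differ. As a share of the next-gen ATPS set, 79.5% here lies near the paper's value.

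The paper's Fig. 5D gives about 9 miRNA species in next-gen ATPS and UC EVs only, read by eye, and 65 were found here. Only thinning to the shallowest library (6.70) lies near the paper's value. Reads in both libraries (32), a mean TPM of at least 1 (65), 10 (65) or 100 (31), and leaving out next-gen ATPS replicate 1 (37) or 2 (40), UC replicate 1 (46) or 2 (52) or exoRNeasy replicate 1 (95) or 2 (84) differ. The same figure, read by eye, shows about 0 miRNA species of next-gen ATPS and about 0 of exoRNeasy EVs outside the UC set, against 42 and 60 here. No alternative set before the data were examined lies near the paper's value, with 11 to 79 for next-gen ATPS and 23 to 110 for exoRNeasy.

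For PC3 cells the paper's Fig. 5E gives about 360 miRNA species, read by eye, and 569 were found here. Reads in both libraries (302), a mean TPM of at least 10 (448) and leaving out PC3 cell replicate 1 (508) or 2 (363) lie near the paper's value, while a mean TPM of at least 1 (569) or 100 (167) and thinning (49.95) differ, and leaving out a UC replicate changes nothing in this number (569). Fig. 5E also shows about 0 miRNA species of EVs outside the cells, read by eye, against 52 with next-gen ATPS, 90 with UC and 39 with exoRNeasy here. No alternative set before the data were examined lies near the paper's value, with 9 to 85, 22.1 to 124 and 12 to 102.

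The miRNA species shared by EVs and PC3 cells, as a share of both sets together, are about 51% for next-gen ATPS, about 78% for UC and about 48% for exoRNeasy in the paper's Fig. 5E, read by eye, and 31.2%, 41.0% and 31.1% here. For next-gen ATPS a mean TPM of at least 10 (36.9%) or 100 (48.0%) and leaving out cell replicate 2 (39.4%) lie near the paper's value. For UC only a mean TPM of at least 100 (54.75%) does, and for exoRNeasy a mean TPM of at least 10 (36.02%) or 100 (46.8%) and leaving out cell replicate 1 (32.85%) or 2 (39.4%) do. The others differ, with 24.03 to 33.2% for next-gen ATPS, 29.8 to 48.5% for UC and 23.2 to 31.1% for exoRNeasy.

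The fraction of snoRNA found in next-gen ATPS EVs and not in PC3 cells is about 0.01 of both sets together in the paper's Fig. 5E, read by eye, and 0.00499 here. Leaving out cell replicate 2 (0.0106) lies near the paper's value. Reads in both libraries (0.00270), a mean TPM of at least 1 (0.0341), 10 (0.226) or 100 (0.242), thinning (0.223), and leaving out cell replicate 1 (0.00504) or next-gen ATPS replicate 1 (0.0025) or 2 (0.0025) differ.

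The paper states that the overlap with UC was higher for next-gen ATPS than for exoRNeasy in miRNA and circRNA. For miRNA this order was found here, with 56.7% and 46.7% of the UC set. For circRNA the order was the opposite as a share of the UC set, 49.7% and 58.7%, and the same as a share of each method's own set, 79.5% and 75.4%. The paper's discussion states in one place that EVs hold the majority of the donor cell transcriptome, and in another that next-gen ATPS EVs hold a part just short of that. Next-gen ATPS EVs here held 34.1% of miRNA, 46.4% of circRNA and 70.2% of snoRNA species of PC3 cells, and 55.7%, 76.9% and 92.5% of those of MDA-MB-231 cells. The MDA-MB-231 cell sets are smaller and rest mostly on replicate 1. Replicate 2 held 153 miRNA, 260466 circRNA and 16635 snoRNA reads. These shares are not at equal depth, so they do not show that EVs of MDA-MB-231 hold more of the cell species than those of PC3.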

Other observations

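The coefficients over species with reads in an EV kind and the thinning to equal reads without MDA-MB-231 cell replicate 2 were chosen only after the result was seen. SNORD116, a group of 30 imprinted C/D box snoRNA entries of 15q11, was at 62.04 and 601 TPM in MDA-MB-231 cells, from 242 and 10 reads. In EVs of that line it was at 5011 and 9309 TPM with next-gen ATPS, 1811 and 5389 with UC and 6456 and 8868 with exoRNeasy, from 389 to 912 reads in libraries of 43868 to 400429 snoRNA reads. Reads carried over between libraries sequenced together were not tested, so what these reads stand for stays open. In PC3 it was at 25640 and 23870 TPM in cells, 17360 and 19360 with next-gen ATPS, 44290 and 34750 with UC and 11700 and 15500 with exoRNeasy. SNORD115, from the same locus, had 18 and 137 reads in PC3 cells and 0 in each other library.

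The difference between the lines in cells was compared with that in EVs, across species, which are not replicates. Over 24 miRNA species called between the lines in cells, Pearson's coefficient was 0.733, 0.776 and 0.710 with next-gen ATPS, UC and exoRNeasy (Spearman 0.704, 0.713 and 0.693). For 15 of the 24 the EV libraries of a kind had no reads, and over the other 9 it was 0.764, 0.812 and 0.623, with 8 of the same sign and 1, hsa-mir-7641-2, of the opposite sign. Over 80 snoRNAs the coefficients were 0.358, 0.641 and 0.264 (Spearman 0.529, 0.669 and 0.505), with 55, 61 and 55 of the same sign, and over 994 entries of circRNA they were 0.211, 0.554 and 0.342 (Spearman 0.270, 0.432 and 0.395). The sets of 24 miRNA species and 994 circRNA entries rest on single libraries. Both were smaller without either PC3 cell library and larger without either MDA-MB-231 cell library. The miRNA set was also smaller without either MDA-MB-231 exoRNeasy library, although these are not cell libraries. hsa-miR-30a-5p was lower in PC3 than in MDA-MB-231 cells by -5.86 (standard error 0.64, limma adjusted p = 8.87e-05), and by -5.10 and -6.62 without MDA-MB-231 cell replicate 1 and 2.

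In MDA-MB-231 EVs, 253 of 304 miRNA species with next-gen ATPS (83.2%) and 205 of 287 with exoRNeasy (71.4%) were among the 451 with UC, 56.1% and 45.5% of the UC set. For circRNA, 61216 of 69930 (87.5%) and 59156 of 68173 (86.8%) were among 91827, 66.7% and 64.4% of the UC set. For snoRNA, 307 of 318 (96.5%) and 308 of 319 (96.6%) were among 341, 90.03% and 90.3% of the UC set.

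Among the lists, 0 of 9 let-7 members passed limma with any method against cells, while adjusted over the list alone 2 were lower with next-gen ATPS and with exoRNeasy. Of 10 tested members of the miR-17~92 list, 1 was lower with exoRNeasy and 0 with the others, namely hsa-miR-25-3p. With MDA-MB-231 cell replicate 2 (153 miRNA reads) left out, 2, 1 and 2 let-7 members and 2, 1 and 2 members of the miR-17~92 list were lower with next-gen ATPS, UC and exoRNeasy. Of 3 miR-200 members, 4 of miR-320 and 2 of the 14q32 cluster none passed, while adjusted over the list alone 1 miR-320 member was higher and 1 lower with exoRNeasy. Of 5 members of the miR-99, miR-100 and miR-125 families, hsa-miR-125a-5p was lower with next-gen ATPS and with exoRNeasy (adjusted over the list alone 1 and 3). Without that library 1 miR-200 member was lower with each method and 1 miR-320 member and 2 of the miR-99, miR-100 and miR-125 families with exoRNeasy. hsa-miR-138-5p, 1 of 4 neuronal members, was higher with exoRNeasy, in 17 of 28 settings, and without that library 1, 0 and 2 neuronal members were lower. Of 15 entries that overlap other RNAs 2, 1 and 2 were lower (adjusted over the list alone 2, 2 and 3 higher, and 2 lower with each), and 1 was higher and 3 lower with each method without that library. The 1 tested marker of blood cells, endothelium and liver did not pass, at log2 fold changes of 1.16, 1.34 and -0.47, and 0 members of the muscle, embryonic stem cell and C19MC lists were tested. Of 4 snoRNAs hosted by GAS5 none passed. Of 6 hosted by SNHG1, 1, 2 and 1 were higher and 0, 3 and 2 lower (adjusted over the list alone the same), and the camera test gave an adjusted p of 0.0427 with UC (adjusted p = 0.156 with an estimated correlation). After centring 1 member hosted by SNHG1 was higher and 4 lower with each method. The exoRNeasy calls of the miR-17~92 list and of the miR-99, miR-100 and miR-125 families were lost after centring. Between methods camera called 0 lists of either class. UC EVs had 10 higher and 2 lower H/ACA snoRNAs than exoRNeasy EVs, 23 and 10 C/D snoRNAs and 3 and 0 pre-rRNA cleavage snoRNAs, by limma.

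For the larger number of miRNA species in UC EVs, a difference in read depth accounts for the values and more kinds of miRNA at equal reads is argued against. At equal miRNA reads the mean difference in species was -8.38 for UC minus next-gen ATPS EVs (pooled SD 7.23, exact permutation p = 0.167) and -31.6 for UC minus exoRNeasy EVs (pooled SD 4.61, exact permutation p = 0.0556, the smallest its 36 arrangements allow), so UC EVs did not have more in either, and whether they had fewer than next-gen ATPS EVs is open. Equal here refers to total miRNA reads, of which exoRNeasy libraries held a smaller part in their 10 most abundant species. The paper brought all final libraries to the same concentration before pooling, so reads per library do not measure how much EV RNA a method yields. Why UC EVs had the most miRNA reads of the EV libraries was not tested. The paper reports higher RNA yields with next-gen ATPS than with UC and exoRNeasy. That is a different measure, on which the miRNA reads do not bear.

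The 8 libraries of 2 materials were split into 4 and 4, with the cell line as a term of the limma model, in the 34 ways that do not follow the line itself, and the number of species called was compared with the real split. A share of 1 in 34, the real split alone, is the smallest possible, and the 18 comparisons were not adjusted for their number. Some of the 34 splits do not have 2 libraries of each line on each side, unlike the real split. With labels exchanged only within lines, 36 arrangements remain and the smallest two-sided p is 0.0556. The splits therefore cannot exclude chance for any difference, and their counts are given without that conclusion. For miRNA next-gen ATPS against UC gave 2 calls (highest other split 0) where the model of all libraries gave 0, so these 2 decide little. For miRNA 1 of 34 splits, the real one, gave as many calls for next-gen ATPS against exoRNeasy (15, highest other 3). The same held for UC against exoRNeasy (32, 0), UC against cells (14, 12) and exoRNeasy against cells (16, 10). For next-gen ATPS against cells (13, highest other 13), 2 of 34 gave as many. For circRNA, whose entries are not separate observations since many share their reads, 1 of 34 gave as many in each of the 6 differences. In the same order with cells last these were (1397, 0), (156, 0), (1070, 0), (2079, 877), (1773, 0) and (2102, 919). For snoRNA 1 of 34 gave as many for next-gen ATPS against exoRNeasy (14, 0) and UC against exoRNeasy (31, 0). The same held for cells against next-gen ATPS (65, 2), UC (149, 0) and exoRNeasy (58, 3). For next-gen ATPS against UC, 0 snoRNAs were called in the real split and in each other, so 34 of 34 gave as many.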
